# RIViT-seq enables systematic identification of regulons of transcriptional machineries

**DOI:** 10.1038/s41467-022-31191-w

**Published:** 2022-06-17

**Authors:** Hiroshi Otani, Nigel J. Mouncey

**Keywords:** Gene expression analysis, Transcriptomics, Transcriptional regulatory elements, Genome-wide analysis of gene expression, Gene regulation

## Abstract

Transcriptional regulation is a critical process to ensure expression of genes necessary for growth and survival in diverse environments. Transcription is mediated by multiple transcription factors including activators, repressors and sigma factors. Accurate computational prediction of the regulon of target genes for transcription factors is difficult and experimental identification is laborious and not scalable. Here, we demonstrate regulon identification by in vitro transcription-sequencing (RIViT-seq) that enables systematic identification of regulons of transcription factors by combining an in vitro transcription assay and RNA-sequencing. Using this technology, target genes of 11 sigma factors were identified in *Streptomyces coelicolor* A3(2). The RIViT-seq data expands the transcriptional regulatory network in this bacterium, discovering regulatory cascades and crosstalk between sigma factors. Implementation of RIViT-seq with other transcription factors and in other organisms will improve our understanding of transcriptional regulatory networks across biology.

## Abstract (web summary)

Here the authors present their method ‘regulon identification by in vitro transcription-sequencing’ (RIViT-seq), which enables systematic identification of target genes of transcription factors of interest. They applied RIViT-seq to 13 sigma factors from *Streptomyces coelicolor* A3(2) and successfully identified target genes of 11 of these, expanding the regulatory characterisation in this organism.

## Introduction

Transcription is one of the most fundamental steps of gene expression in all living organisms that ensures genes required under given environmental conditions are expressed. Therefore, transcriptional regulation is a crucial system for proliferation, sensing and adapting to the environment, and communicating and cooperating with the surrounding organisms and cells, and any aberrant regulation may lead to undesired consequences, such as disease or cell death. A gene is transcribed to an RNA molecule, or a transcript, by an RNA polymerase enzyme complex. In eukaryotes, three distinct RNA polymerases transcribe different types of genes. In bacteria, however, only one type of RNA polymerase is responsible for transcribing every gene. Bacterial RNA polymerase consists of a core enzyme complex and a sigma factor. A core enzyme is comprised of five subunits and is responsible for RNA synthesis during transcription without preference for DNA sequence. During the transcription initiation process, the dissociable subunit of RNA polymerase, sigma factor, directs RNA polymerase to specific promoters and initiates transcription, conferring promoter selectivity to RNA polymerase^1^. Though all bacteria encode at least one principal sigma factor that is responsible for directing transcription of housekeeping genes, many bacteria encode multiple alternative sigma factors that exhibit varying promoter selectivity and specificity and initiate transcription of different sets of genes linked to specific functions such as stress response and cellular differentiation. In *Escherichia coli*, a total of 7 sigma factors are encoded in the genome and each of them directs the transcription of genes with specific functions. For example, σ^70^ is the principal sigma factor and σ^E^ controls the expression of genes involved in extracytoplasmic stress response^2^. While some model organisms including *E. coli* and *Bacillus subtilis* encode around 10 sigma factors, several organisms such as soil actinomycetes encode a far greater number of sigma factors. *Streptomyces coelicolor* A3(2), a soil actinomycete known to produce a wide variety of secondary metabolites, encodes 61 proteins that possess the minimum set of domains required for the sigma factor function that are classified into four subfamilies or groups of the σ^70^ family (Supplementary Fig. 1) (Hiroshi Otani, Daniel W. Udwary and Nigel J. Mouncey, personal communications 2022). So far, only 26 sigma factors have been experimentally characterised for genes they regulate or the resulting biological function. Of them, at least one target gene has been identified for 12 sigma factors, including two sigma factors characterised only or primarily in related organisms, *Streptomyces griseus* and *Streptomyces venezuelae* (Supplementary Table 1)^3–8^. The activity of many sigma factors is controlled by cognate anti-sigma factors, proteolysis and other protein domains present in N- or C-terminal extension, and not all the sigma factors are active under laboratory growth conditions^9^. As such, characterisation of sigma factors through gene deletion, chromatin immunoprecipitation-sequencing (ChIP-seq) and trascriptomics does not guarantee the identification of their target genes, hindering their systematic characterisation.

In this study, we demonstrate a high throughput technology, regulon identification by in vitro transcription-sequencing (RIViT-seq), which enables systematic characterisation of transcriptional machineries for transcription factors of interest. In this assay, transcriptional machinery, or RNA polymerase, is reconstituted by combining its components such as a core enzyme and a sigma factor and an in vitro transcription assay is performed to transcribe the regulon of the transcription factor. These RNA molecules specifically produced by the reconstituted enzyme complex are identified by RNA-sequencing. We applied RIViT-seq to 13 purified sigma factors encoded in *S. coelicolor* A3(2), successfully identified at least one target gene for 11 sigma factors, and expanded the transcriptional regulatory network. Applying this technology to other proteins involved in transcriptional regulation such as transcriptional regulators should simplify the identification of their regulons and facilitate expanding transcriptional regulatory networks.

## Results

### Development of RIViT-seq

RIViT-seq consists of three steps: (i) in vitro transcription assay using a mixture of RNA polymerase core enzyme, purified sigma factor, genomic DNA and NTP mixture; (ii) whole transcriptomics by RNA sequencing; (iii) determination of 5′-ends by 5′-end sequencing (Fig. 1a). In the in vitro transcription assay step, an RNA polymerase holoenzyme complex was reconstituted by mixing *E. coli* RNA polymerase core enzyme and the sigma factor of interest, which recognises the sigma factor-specific promoter sequences. *E. coli* RNA polymerase core enzyme was previously used for in vitro transcription assays with sigma factors from diverse bacteria including streptomycetes^4,10–14^. Notably, one study demonstrated *E. coli* RNA polymerase core enzyme exhibiting similar activity to the mycobacterial RNA polymerase core enzyme at a mycobacterial promoter^11^. A mixture of genomic DNA digested by four different restriction enzymes was used as the template DNA of in vitro transcription. The NTP mixture was added to initiate the in vitro transcription reaction. Following the in vitro transcription reaction, the genomic DNA was digested by DNase, ERCC RNA Spike-in Mix was added as normalisation controls and the RNA molecules were purified. To optimise the in vitro transcription reaction conditions, two sigma factors, ShbA and SigR, which are known to initiate transcription at the *hrdB* and *trxB* promoters, respectively, were used^4,15^. Recombinant ShbA and SigR with a C-terminal hexahistidine tag were overproduced in *E. coli*, purified and used to determine the optimal concentrations of the RNA polymerase core enzyme, sigma factor and genomic DNA (Supplementary Fig. 2). Quantitative RT-PCR was used to measure abundances of the *hrdB*, *trxB* and ERCC transcripts, and the relative abundances of the *hrdB* and *trxB* transcripts were calculated using the ERCC transcripts as the normalisation controls. Because the RNA polymerase core enzyme is able to initiate transcription non-specifically, especially from ends of DNA fragments, the RNA polymerase core enzyme with no sigma factor was also used in order to determine the quantity of the transcripts produced non-specifically. The signal level increased by about 2.5 times for *hrdB* and *trxB* by the addition of ShbA and SigR, respectively, compared to the no sigma factor control (Fig. 1b) and the extent of signal increase was similar irrespective of the four ERCC transcripts that were used for normalisation (Fig. S3). These four ERCC transcripts represent a diverse range of transcript numbers (1–150 attomoles).

**Fig. 1:**
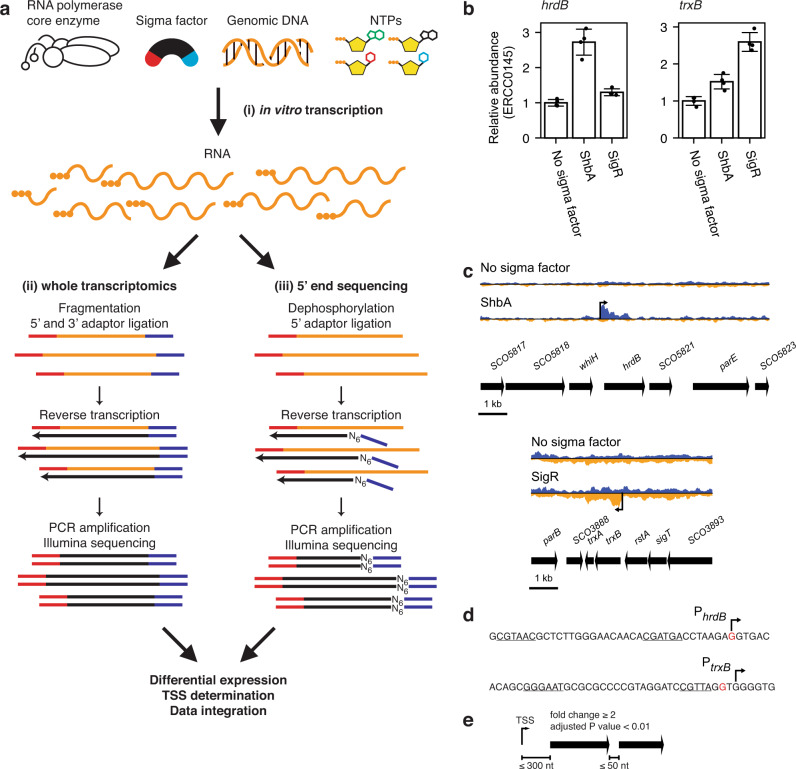
Development of RIViT-seq. **a** Scheme of RIViT-seq. RIViT-seq consists of (i) in vitro transcription assay, (ii) whole transcriptomics and (iii) 5′-end sequencing. **b** Verification of the in vitro transcription reactions with ShbA and SigR by quantitative RT-PCR. The ERCC0145 transcript was used as the normalisation control. Values are relative abundances of the *hrdB* and *trxB* transcripts of the samples with ShbA or SigR compared to the mean abundance of the “No sigma factor” samples. Error bars are standard deviations (*n* = 4 independent experiments). **c** Transcriptional profile of the *hrdB* and *trxB* loci. In blue and orange are normalised read counts on the sense (left to right) and antisense (right to left) strands, respectively, of the in vitro transcripts detected by whole transcriptomics. Bent arrows are TSSs of the in vitro transcripts detected by 5′-end sequencing. **d** Promoter of *hrdB* recognised by ShbA (upper) and *trxB* recognised by SigR (bottom). Bent arrows are TSSs determined by 5’-end sequencing. Red letters indicate previously identified TSSs. Underlined letters are previously determined –35 and –10 regions. **e** Criteria used to determine target genes and operons. Fold changes and adjusted *P* values were determined by using the *DESeq2* package.

Subsequently, two separate types of Illumina sequencing libraries were created from these in vitro transcription samples, for whole transcriptomics and 5′-end sequencing (Fig. 1a). 

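Whole transcriptomics libraries were read for reactions of *E. coli* RNA polymerase core enzyme on *S. coelicolor* A3(2) genomic DNA with 12 full-length sigma factors, with 4 truncated forms (SCO2742_∆C, SigH_∆N, HrdB_∆N and SCO7099_∆C), or with no sigma factor, the control. Each of these 17 groups had 4 libraries. In Methods the transcription reaction at 30 °C lasted 20 min, while the deposited description gives 15 min. The reporting summary places all reactions on 1 plate, so p-values measure only the spread between these reactions, which may be technical. The authors trimmed reads with BBDuk, aligned them with HISAT2 and counted fragments per gene with featureCounts, and the deposited values are raw fragment counts for 7825 genes and 92 ERCC transcripts. ERCC transcripts had been added after the reaction, and their total per library ran from 2674 to 103987 (median 13710.5). Total gene counts per library ran from 558033 to 1199643 (median 993807.5) for the no sigma factor control, from 402149 to 704270 (median 623170) for SCO0864, from 1042964 to 2226614 (median 1132166) for SCO2742, from 600533 to 1022099 (median 918101) for SCO2742_∆C, from 637286 to 1260079 (median 821725) for SigI and from 668293 to 1266645 (median 873403) for SCO3626. They ran from 616046 to 3240618 (median 1001792.5) for SigF, from 64598 to 325445 (median 257462) for ShbA, from 840513 to 3920116 (median 997470) for SCO4895, from 776187 to 1340228 (median 871162) for SigR, from 306065 to 736710 (median 505587) for SigH and from 665752 to 898372 (median 705005.5) for SigH_∆N. In the remaining groups they ran from 29805 to 974938 (median 34377.5) for HrdB, from 704398 to 1844423 (median 987464) for HrdB_∆N, from 569569 to 662231 (median 617177) for SCO6239, from 621244 to 999403 (median 763792.5) for SigK and from 802092 to 949350 (median 910780.5) for SCO7099_∆C. Scaled counts given here are fragment counts per 13710.5 ERCC counts. Fold changes over the control, their standard errors (SE) and adjusted p-values came from edgeR's quasi-likelihood test on 4 libraries against 4 with the ERCC total as library size, over the 7533 to 7753 genes per comparison with at least 10 counts in at least 4 of the 8 libraries. A gene was called at a fold change of at least 2 and an adjusted p below 0.01, the thresholds in Methods. Beside them stand values from DESeq2 with 1 factor of unwanted variation estimated from the ERCC transcripts (RUVg). Methods name RUVSeq for this step, and the text does not give its settings. The libraries fell into 2 kinds, found only after the data were examined: 29 libraries with more gene counts per ERCC count and 39 with fewer, separated along the first principal component within groups (51.7% of the variance). The kind is the sign of this component, which is centred within each group, so every group holds both kinds by construction. The order of gene counts per ERCC count between the kinds is not fixed in this way. The control, SigR, SigI and 9 other groups had 2 libraries of each kind. SCO2742_∆C, SigH, HrdB, SCO6239 and SigK had 1 of the higher kind and 3 of the lower. The spread between the kinds enters the edgeR test as spread between replicates, so another fit, with a term for the kind of library, was added.

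**Figure D1:**
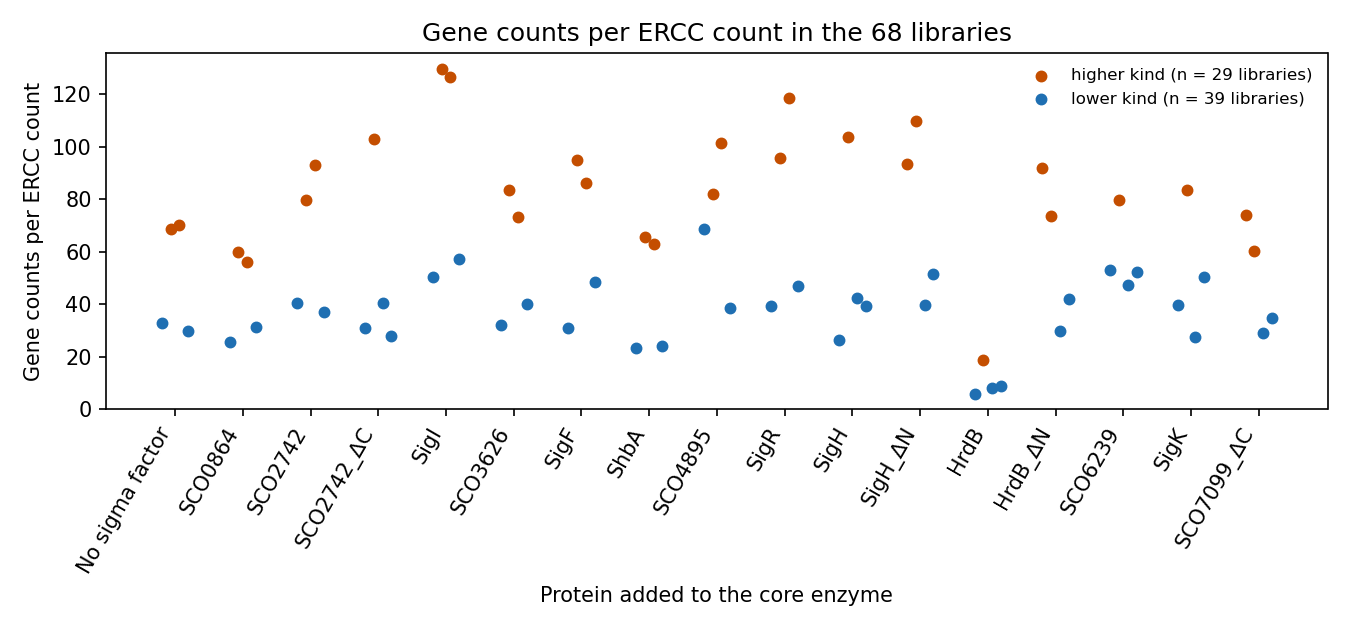
Gene counts per ERCC count (vertical axis) of the 4 libraries with each protein (horizontal axis), coloured by kind. In each of the 17 groups every library of the higher kind lies above every library of the lower kind, and the HrdB libraries, at 6.00 to 18.8, are the lowest.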

For whole transcriptomics, transcripts were fragmented and both 5′- and 3′-ends of transcripts were adaptor-ligated, followed by reverse transcription, amplification and sequencing. For 5′-end sequencing, transcripts were dephosphorylated and adaptors were ligated to only 5′-ends. The adaptor-ligated transcripts were reverse transcribed using random hexamers with the 3′ adaptor sequence, and the resulting cDNAs were amplified by PCR and sequenced. Similar to the quantitative RT-PCR data, the relative abundances of the *hrdB* and *trxB* transcripts increased by 2.2 and 2.7 times, respectively (Fig. 1c). In addition, a transcription start site (TSS) was determined within 2 nt of the previously identified TSS for each gene (Fig. 1d)^16,17^.

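The *hrdB* gene (SCO5820), which encodes the principal sigma factor, gave about 1.97 times as many counts with ShbA as with no sigma factor. The *trxB* gene (SCO3890), which encodes thioredoxin reductase, gave 3.19 times as many with SigR. All 4 libraries with the sigma factor were above all 4 control libraries for both genes (exact permutation test, two-sided p = 0.029, the smallest that 4 against 4 allow). Scaled counts of *hrdB* were 416 ± 96.9 (SD, n = 4) with ShbA and 211 ± 43.9 (SD, n = 4) in the control, a log2 fold change of 0.98 (SE 0.28, adjusted p = 1 from edgeR's quasi-likelihood test). Scaled counts of *trxB* were 425 ± 146 (SD, n = 4) with SigR and 133 ± 38.2 (SD, n = 4) in the control, a log2 fold change of 1.67 (SE 0.34, adjusted p = 0.19 from edgeR). Compared within 1 kind of library, *hrdB* rose by 0.95 and 1.02 on the log2 scale with ShbA, and *trxB* by 1.72 and 1.60 with SigR. Neither gene passed both thresholds in the edgeR test. Both passed with 1 RUVg factor, *hrdB* at a log2 fold change of 1.10 (adjusted p = 2.0e-14, DESeq2) and *trxB* at 1.43 (adjusted p = 1.9e-31, DESeq2). With the replicate number as a block in edgeR, *trxB* also passed (adjusted p = 1.7e-32) and *hrdB* stayed under a 2-fold change (log2 fold change 0.97, adjusted p = 8.2e-10). Both genes were also above every control library with SigI and SigH_∆N, where the median gene rose by 0.83 and 0.52 on the log2 scale. Scaled counts of *trxB* were 223.8 to 508 with SigI and 177.8 to 354 with SigH_∆N.

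**Figure D2:**
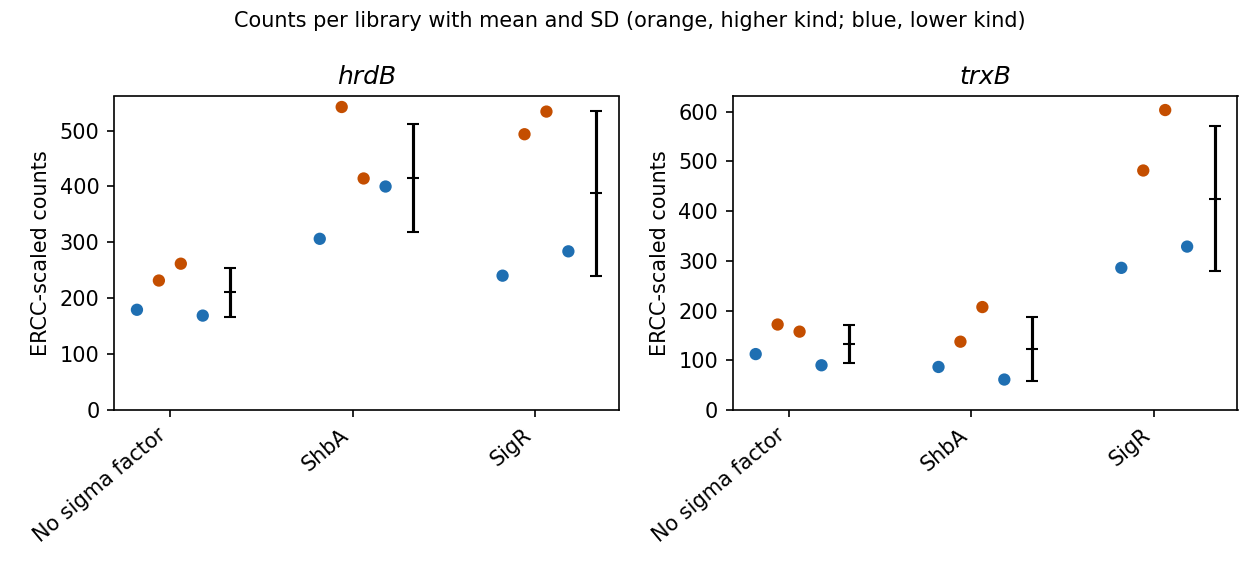
ERCC-scaled counts (vertical axes) of *hrdB* and *trxB* in the 4 libraries with no sigma factor, ShbA or SigR, with mean and SD. *hrdB* sits between 306 and 542 with ShbA, and *trxB* between 286 and 603 with SigR, above all control libraries.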

We then searched for other genes directly transcribed by ShbA and SigR. Because the RNA polymerase core enzyme is capable of initiating transcription randomly, only genes satisfying both of the following criteria were considered target genes of a sigma factor: (i) genes determined upregulated by whole transcriptomics and (ii) genes of which a proximal TSS is detected by 5′-end sequencing. For criterion (i), fold change of ≥2 and adjusted *P* value of <0.01 were used as the thresholds. TSSs were determined by 5′-end sequencing for criterion (ii) using the procedure described in Methods. By integrating these two datasets, a gene was determined a target of the sigma factor if it was upregulated and at least one TSS was identified within 300 nt upstream from its initiation codon. As multiple genes may be transcribed from a single promoter in prokaryotes, an additional gene was considered a target if it was upregulated and located within 50 nucleotides downstream of a direct target gene oriented in the same direction (Fig. 1e). Using these criteria, *shbA* was determined to be the only other target gene of ShbA (Table 1; Supplementary Table 7). 

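The *shbA* gene (SCO4769) had the highest fold change of all 7635 genes tested with ShbA, the protein it encodes. Its scaled counts were 459 ± 312 (SD, n = 4) with ShbA and 56.5 ± 38.2 (SD, n = 4) in the control. Within the 2 kinds of library *shbA* rose by 3.03 and 3.00 on the log2 scale, and the lowest ShbA library was above the highest control. Over all libraries the log2 fold change was 3.03 (SE 0.67, adjusted p = 1 from edgeR). DESeq2 with the RUVg factor called *shbA* at 3.27 (adjusted p = 6.3e-104), and edgeR with a replicate block at 3.01 (adjusted p = 1.7e-75). No gene was called with ShbA in the edgeR test, while 148 genes had an unadjusted p below 0.05, only 2 of them higher. DESeq2 called 1 gene higher and 1 lower with ERCC size factors, and 9 higher and 31 lower with the RUVg factor. With a replicate block, whose numbers pair the ShbA libraries with the control, edgeR called 1 gene higher and 99 lower.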

A total of 71 genes were determined as target genes of SigR including known target genes of SigR such as *hrdD*, and *moeB* (Table 1; Supplementary Table 9)^18,19^. In addition, direct transcriptional dependence of *rbpA*, encoding the RNA polymerase binding protein, on SigR was confirmed. 

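With SigR, 68 of the 71 genes in the paper's table of SigR targets were at least 2-fold above the control, and none was below it. Their median log2 fold change was 1.55, against 0.54 for all 7750 genes tested. The *hrdD* gene (SCO3202), for an alternative principal-like sigma factor, rose from 97.4 ± 53.4 to 631 ± 385 scaled counts (SD, n = 4 each), and *moeB* (SCO5178), a gene of molybdopterin synthesis, from 152 ± 35.0 to 708 ± 175. Of the 71 genes, which the paper chose as higher in these reactions, 61 had all 4 SigR libraries above all 4 control libraries, as had 7.64% of all genes tested. Chance gives 1.43% where all 8 libraries are alike, but here the 2 kinds spread each group. With SCO7099_∆C, where edgeR had 0 genes at an unadjusted p below 0.05, the share was 0.0645%. The log2 fold change was 2.69 for *hrdD* (SE 0.57, adjusted p = 0.21 from edgeR) and 2.22 for *moeB* (SE 0.28, adjusted p = 0.056 from edgeR). The edgeR test called 1 gene higher with SigR, SCO5163, which is in the table. The fit with the RUVg factor had 204 genes higher and 169 lower, among them 70 of the 71 table genes, at a median log2 fold change of 1.27. With the replicate number as a block, 781 genes were higher and none lower, among them 68 table genes, and the same totals came from the term for the kind of library. Whether a start site lies near a gene was not analysed here, so 134 genes called with the RUVg factor outside the table are not thereby targets. The paper's target list also rests on start sites from 5′-end sequencing, at the gene or at a target gene just upstream, and from both criteria it identifies its SigR target genes.

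**Figure D3:**
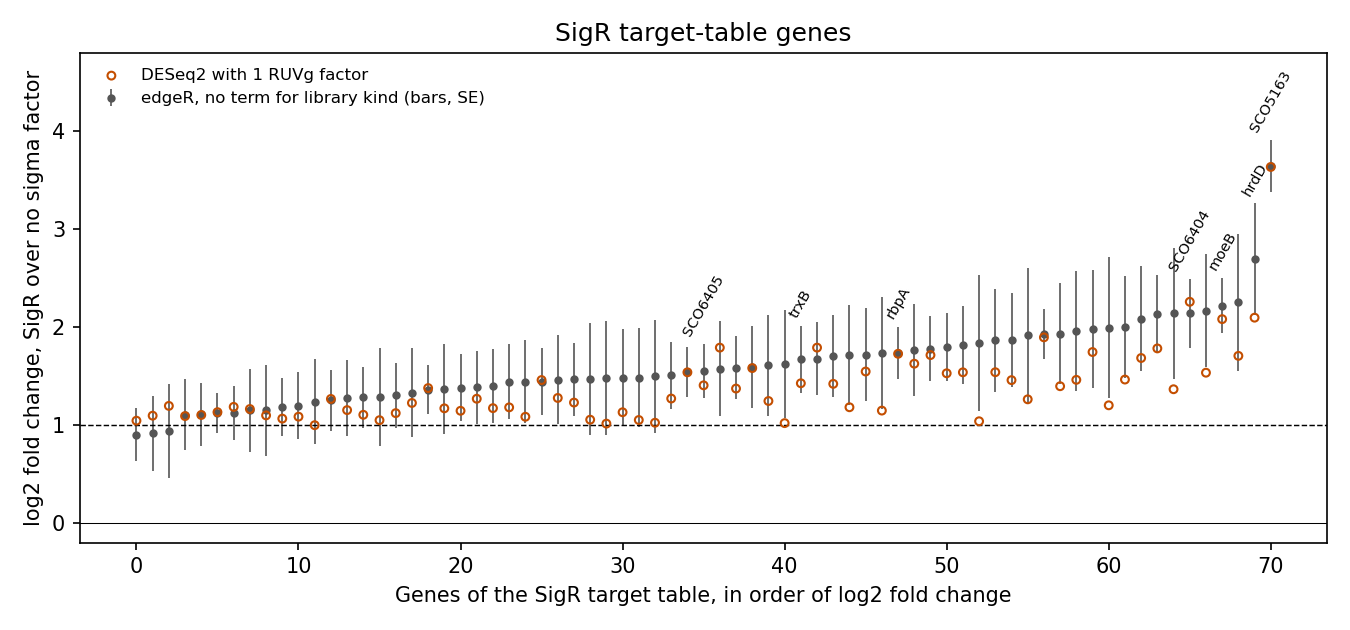
log2 fold change over the control (vertical axis) of the 71 genes of the paper's SigR table, in order of size, from edgeR (points, with SE) and from DESeq2 with 1 RUVg factor (open circles). The edgeR values run from 0.90 to 3.65, and SCO5163 is the highest by both.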

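The *rbpA* gene (SCO1421) gave 302 ± 51.8 scaled counts with SigR and 90.3 ± 9.16 with no sigma factor (SD, n = 4 each). The lowest SigR library, at 237, was above the highest control library, at 104. *rbpA* rose by 2.01 on the log2 scale in libraries of the higher kind and by 1.45 in those of the lower kind. Over both kinds the log2 fold change was 1.74 (SE 0.27, adjusted p = 0.11 from edgeR). *rbpA* was called with the RUVg factor at 1.73 (adjusted p = 1.5e-32, DESeq2) and with a replicate block in edgeR at 1.72 (adjusted p = 5.8e-30). From this assay of purified components the paper states that transcription of *rbpA* depends directly on SigR.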

Though direct involvement of SigR on the transcriptional initiation of *rbpA* was previously suggested by transcriptional analyses, it was not biochemically verified such as an in vitro transcription assay or chromatin immunoprecipitation assay^20^. A number of known target genes of SigR were not detected by RIViT-seq, similar to the previous studies which also conducted in vitro transcription assays^21,22^. This could be because their signal was obscured by the high level of the background transcription generated by the RNA polymerase core enzyme as the RNA polymerase core enzyme is known to initiate transcription from the ends of DNA fragments. For example, *trxA* was not determined a target gene because its fold change was 1.8, below the cut-off threshold that was applied. 

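Of 22 known SigR targets listed before the data were examined, among them thiol-stress genes such as *trxB*, *trxA* and *rsrA*, none was called with SigR by edgeR over all genes, and 4 were when adjusted over the list alone. With the RUVg factor 6 were called: *rbpA*, *hrdD*, *trxB*, *moeB*, *rpmE1* (SCO5359) and *hflX* (SCO5796). The term for the kind of library added SCO0885 and SCO5285, for 8 in all. All 22 had a log2 fold change above 0 and their median was 0.74, which is 0.20 above the median of all genes. *rpmE1* was at 1.59 (SE 0.42) and *hflX* at 2.00 (SE 0.52). The gene of the anti-sigma factor, *rsrA* (SCO5217), was at 0.66 (SE 0.43), and the gene of SigR itself, *sigR*, at 0.79 (SE 0.36). SCO4204 and SCO1513, at 0.27 (SE 0.65) and 0.20 (SE 0.38), went to −0.48 and −0.13 with the RUVg factor.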

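With no sigma factor, the core enzyme alone gave counts for 7749 to 7796 of the 7825 genes in each of the 4 control libraries. The 10 most abundant genes took only 2.01% to 2.63% of a control library's gene counts. The scaled total of all genes was 1030046 ± 524413 with SigR (SD, n = 4) and overlapped the control (exact permutation test, two-sided p = 0.31, or 0.76 adjusted over 16 proteins). The control libraries of the higher kind held 69.4 gene counts per ERCC count on average and those of the lower kind 31.2. With SigR these ratios were 107 and 43.1.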

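The *trxA* gene (SCO3889), which encodes a thioredoxin and follows *trxB*, rose 1.72-fold with SigR. Its scaled counts were 171 ± 31.2 with SigR and 98.9 ± 11.0 in the control (SD, n = 4 each), and no SigR library was as low as a control library. The rise was larger in the higher kind of library (log2 1.00) than in the lower kind (0.56). On the log2 scale the change was 0.79 (SE 0.30, adjusted p = 0.57 from edgeR). The RUVg fit in DESeq2 gave 0.81 (adjusted p = 9.9e-06), so *trxA* missed the 2-fold threshold in both. The same gene rose more with SigI (log2 fold change 2.15, SE 0.22, adjusted p = 7.9e-03 from edgeR), a call that no fit without 1 of the libraries kept.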

Another possibility is the lack of additional factor(s) in the in vitro transcription assay which are required to initiate the transcription of SigR target genes. WblC, a WhiB-family transcriptional activator, promotes transcription from one of the SigR-dependent promoters^23^. Regardless, additional target genes of SigR, were identified by RIViT-seq, thus expanding the SigR-mediated transcriptional regulatory network. Some target genes had possibly been previously unidentified because negative transcriptional regulation is involved in vivo. Of the SigR regulon identified by RIViT-seq, *SCO6404* was most highly expressed. This gene was not previously identified as a SigR target gene. 

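SCO6404, a gene of unknown function, rose 4.41-fold with SigR, from 40.5 ± 10.4 to 179 ± 18.6 scaled counts (SD, n = 4 each). All 4 SigR libraries were above all control libraries. Among the 71 genes of the SigR table it had rank 6 by fold change and rank 40 by scaled counts. SCO5163 was highest by both, with 932 ± 127 scaled counts against 74.4 ± 15.7 (SD, n = 4 each), a 12.5-fold rise. The log2 fold change of SCO6404 was 2.14 (SE 0.35, adjusted p = 0.11 from edgeR), and with the RUVg factor 2.26 (adjusted p = 1.7e-27, DESeq2), next after SCO5163. A replicate block in edgeR also called it (adjusted p = 5.5e-30). SCO5163 was called in edgeR, with the RUVg factor, with the block and in all 8 fits that left out 1 library (log2 fold change 3.65, SE 0.26, adjusted p = 8.1e-04 from edgeR).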

While the function of SCO6404 is unknown, the downstream gene, *SCO6405*, encodes a DNA recombinase. 

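SCO6405, annotated as a DNA recombinase, was among the most abundant genes of the SigR table, at rank 4 of 71 by scaled counts. It rose from 233 ± 58.2 in the control to 682 ± 164 with SigR (SD, n = 4 each), a 2.93-fold change, and no SigR library was as low as a control library. Within the 2 kinds of library it rose by 1.52 and 1.60 on the log2 scale. Over both kinds the change was 1.55 (SE 0.28, adjusted p = 0.13 from edgeR). SCO6405 was called with the RUVg factor at 1.41 (adjusted p = 9.1e-42, DESeq2) and with a replicate block in edgeR (adjusted p = 8.2e-33).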

The known regulon of SigR includes DNA repair proteins to cope with UV- and electrophile-incurred DNA damages^19^. DNA recombinase encoded by *SCO6405* may also be involved in this stress or similar response.

**Table 1:** Number of target genes identified.

Locus tag	Symbol	Number of target genes identified in this study^a^		Total Number of target genes^b^
		Full-length	Truncated	
SCO0864		3	NA	3
SCO2742		1	7	8
SCO3068	SigI	40	NA	40
SCO3626		0	NA	0
SCO4035	SigF	3	NA	4
SCO4769	ShbA	2	NA	2
SCO4895		15	NA	15
SCO5216	SigR	71	NA	134
SCO5243	SigH	27	33	47
SCO5820	HrdB	1	14	20
SCO6239		2	NA	2
SCO6520	SigK	2	NA	2
SCO7099		NA	0	0

^a^NA: not applicable.

^b^The numbers include previously identified target genes.

Mapping the 5′-ends of transcripts enabled prediction of the promoter sequences the sigma factors recognise. Because ShbA initiated the transcription from only two promoters, no significantly enriched motifs were found. When the 5′-ends of transcripts generated by SigR were compared, a consensus DNA sequence motif was modelled (Fig. 2). This motif resembled the previously identified SigR-dependent promoter sequences (GGAAT-N_18-19_-GTT) including the 18 to 19 nucleotides spacer between and –10 and –35 regions^19^. Overall, RIViT-seq was able to identify genes directly transcribed by the RNA polymerase holoenzyme. In addition, the promoter sequences that the sigma factor recognised were inferred from RIViT-seq when a sufficient number of target genes were found and the promoter sequences were highly conserved.

**Fig. 2:**
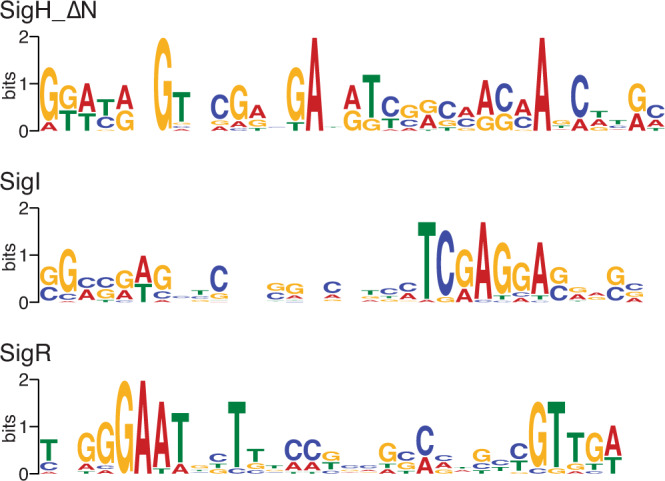
Sigma factor recognition motifs. Sequence logos of the consensus sequences of the promoters recognised by SigH_∆N, SigI and SigR. The logo is an illustration of the position weight matrix of the promoter sequence alignment.

### Application of RIViT-seq to uncharacterised sigma factors

In order to better understand the transcriptional regulatory network in *S. coelicolor* A3(2), additional sigma factors were characterised by RIViT-seq. A total of 59 sigma factors that possess both Sigma70 region 2 and region 4 are encoded on the chromosome of *S. coelicolor* A3(2) (Supplementary Fig. 1). All the genes except for *SCO1723* were successfully cloned. Of them, 12 sigma factors including ShbA and SigR were successfully purified from soluble fractions of *E. coli* cell extracts (Supplementary Table 2). These sigma factors were HrdB, ShbA, SigF, SigH, and SigR, of which functions are known with at least one known target gene, SigI and SigK, which have been characterised by gene deletion and of which target genes are unknown, and SCO0864, SCO2742, SCO3626, SCO4895 and SCO6239, which were not previously characterised (Supplementary Table 1). Except for SCO3626, at least one target gene was identified for each sigma factor by RIViT-seq (Table 1; Supplementary Tables 3–13). 

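The genes of the target tables rose with most sigma factors. The paper chose them as at least 2-fold higher in these same libraries, so their rise is no independent evidence. With SCO4895 all 15 table genes were at least 2-fold above the control and above every control library, at a median log2 fold change of 1.31. With SigF this held for all 3 table genes (median 1.42), with SCO2742 for its single gene SCO7189, and with SCO6239 and SigK for 2 genes each (median 1.07 for both). With SCO0864 the 3 table genes rose by 0.86 (median), under 2-fold, and none of the 3 was above every control library. Of all genes tested, 4.21% were above every control library with SCO4895, 2.07% with SigF and 2.90% with SCO2742. The shares were 2.64% with SCO6239 and 0.221% with SigK. With SCO3626 the strongest gene was SCO3626 itself, which the paper does not list. SCO7189 went from 39.2 ± 12.0 to 91.7 ± 9.39 scaled counts with SCO2742 (SD, n = 4 each; log2 fold change 1.22, SE 0.37, adjusted p = 0.97 from edgeR, and 8.6e-07 with the RUVg factor in DESeq2). For SCO0864, SCO2742, SCO3626, SigF, SCO4895, SCO6239 and SigK the edgeR test called no gene, and 790, 87, 27, 122, 481, 194 and 37 genes, in that order, had an unadjusted p below 0.05, of which 4, 87, 27, 122, 481, 136 and 8 were higher. DESeq2 with the RUVg factor called 117, 2, 3, 22, 43, 10 and 8 genes higher, among them 3, 1, 0, 3, 13, 2 and 1 table genes, and 197, 1, 0, 38, 10, 12 and 42 lower. With a replicate block, which applies where the numbers pair the libraries, edgeR called 66 genes higher and 337 lower with SCO0864, 30 with SCO2742, 6 with SCO3626, 54 with SigF and 697 with SCO4895.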

The greatest number of target genes were identified for SigR followed SigI and SigH. 

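SigR had the most table genes at least 2-fold above the control, and SigI and SigH followed. The paper chose the genes of these tables as higher in these same libraries. With SigI, 36 of the 40 table genes were at or above 2-fold and 39 were above every control library, at a median log2 fold change of 1.50. With SigH, 23 of 27 were at or above 2-fold and 21 above every control library, at a median of 1.26. Of all genes tested, 14.7% with SigI and 1.61% with SigH were above every control library. All genes together shifted as well, with a median log2 fold change of 0.83 over 7746 genes with SigI and −0.11 over 7561 with SigH. With the term for the kind of library the median with SigH was 0.22, so its direction depends on the fit. The edgeR test called 9 genes higher with SigI, 5 of them in the table, and 2 with SigH, both in the table. No call with SigI was left when any 1 of the 8 libraries was left out, and 1335 genes had an unadjusted p below 0.05 with all 8. In the fit with the RUVg factor 238 genes were higher with SigI, 40 of them in the table, and 583 lower, while with SigH 81 were higher, with all 27, and 18 lower. A replicate block, where the numbers pair the SigI libraries, called 1828 genes higher with SigI, 36 of them in the table, and none lower.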

For seven sigma factors, only one-three target gene(s) was identified. 

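The HrdB reactions gave fewer counts for nearly every gene than the reactions with no sigma factor. Scaled gene totals were 144356 ± 77764 with HrdB and 689806 ± 302666 in the control (SD, n = 4 each), with no overlap (exact permutation test, two-sided p = 0.029, or 0.46 adjusted over 16 proteins). Of 7533 genes tested, 7531 had a log2 fold change below 0, and the median was −2.18. The *hrdB* gene itself was 1 of the 2 that rose, reaching 536 ± 173 scaled counts (log2 fold change 1.35, SE 0.30, adjusted p = 4.6e-03 from edgeR), a call kept in 4 of the 8 fits without 1 library and lost without control replicate 1 or 4 or HrdB replicate 3 or 4. The gene *bxlA* (SCO7031), the paper's HrdB target, fell from 126 ± 91.8 to 24.6 ± 19.8 scaled counts (log2 fold change −2.25, SE 0.72, adjusted p = 0.019 from edgeR), close to the median gene. In DESeq2 with the RUVg factor, where the median gene is at 0.44, *bxlA* was higher with HrdB (log2 fold change 1.70, adjusted p = 9.7e-05). The edgeR test called 1951 genes lower with HrdB, and DESeq2 with the RUVg factor 659 lower and 1342 higher. Without HrdB replicate 3 the edgeR count was 131, and without HrdB replicate 2 it was 5303. HrdB libraries were also shallow, at a median of 34377.5 gene counts.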

Notably, only one target gene was identified for HrdB although it is presumed to be responsible for transcriptional initiation of the majority of housekeeping genes. As activities of some sigma factors are controlled by posttranslational modification such as proteolysis or acetylation or additional factors such as RbpA, those sigma factors may be inactive or only partially functional without such modifications or factors^24–26^. Indeed, multiple forms of SigH, SigR, BldN and HrdB have been identified from cell extracts of *S. coelicolor* A3(2) and *S. griseus*^4,23,27,28^.

### Modulation of sigma factor activities by proteolysis

Because posttranslational modification plays a role in activating some sigma factors, the activities of sigma factors were further tested using protein variants presumed to mimic posttranslationally modified sigma factors. Some sigma factors possess an extra N- or C-terminal extension that prevents or limits RNA polymerase-binding or promoter recognition activity. Further analysis of protein domain organisations revealed that 17 sigma factors possessed an additional N- or C- terminal extension (> 100 amino acid residues). As the activity of these 17 sigma factors may be negatively affected by these extensions, genes encoding truncated versions of these 17 sigma factors were cloned. Of them, 4 truncated sigma factors were successfully purified including three sigma factors of which full-length counterparts were also analysed by RIViT-seq (Supplementary Table 2). Using RIViT-seq, at least one target gene was identified for three truncated sigma factors (Table 1; Supplementary Tables 14–16). 

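Table genes, which the paper chose as higher in these same libraries, rose with 3 of the 4 truncated sigma factors. Of all genes tested, 5.45% with SigH_∆N and 1.70% with HrdB_∆N were above every control library. With SigH_∆N all 33 table genes were at least 2-fold above the control and 31 were above every control library, at a median log2 fold change of 1.54. With HrdB_∆N all 14 were at least 2-fold above it and 10 above every control library (median 1.42), with *rpoB* (SCO4654), for the β subunit of RNA polymerase, going from 326 ± 48.5 to 867 ± 140 scaled counts (SD, n = 4 each). With SCO7099_∆C the median gene changed by −0.02 on the log2 scale and 5 of 7750 genes were above every control library. *rpoB* had a log2 fold change of 1.41 (SE 0.22, adjusted p = 0.53 from edgeR), and 1.39 with the RUVg factor (adjusted p = 1.1e-54, DESeq2). The edgeR test called 4 genes higher with SigH_∆N, 3 of them in the table, and 0 to 3 when 1 library was left out, with 0 without SigH_∆N replicate 1 or control replicate 2, 3 or 4, 1 without control replicate 1 and 2 without SigH_∆N replicate 4. It called none with HrdB_∆N and SCO7099_∆C, which had 84 and 0 genes at an unadjusted p below 0.05. DESeq2 with the RUVg factor called 115 genes higher with SigH_∆N, with all 33 table genes, and 177 lower. It called 41 higher with HrdB_∆N, with all 14, and 2 lower, and none either way with SCO7099_∆C.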

Greater numbers of genes were directly transcribed by the truncated versions of all three sigma factors than their full-length counterparts, suggesting that the N- or C-terminal extensions exert negative effects on RNA polymerase activity. 

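For SigH and HrdB, it depended on the fit whether more genes passed with the truncated or with the full-length form. For SCO2742 the truncated form had more in each fit that called genes, apart from the replicate block. Among these fits were the RUVg factor from all 68 libraries (1 and 9) and the term for the kind with TMM (2 and 10). In the RUVg fit with a factor from 2 groups, SCO2742 had 2 genes called higher and SCO2742_∆C 17, and SigH 81 and SigH_∆N 115. HrdB, in contrast, had 1342 called higher in that fit, where its median gene was at 0.44, and HrdB_∆N 41. These counts cover all called genes, while the paper compares target genes, which also rest on start sites. Of the genes in the paper's tables, that fit called 1 and 7 for SCO2742, 27 and 33 for SigH, and 1 and 14 for HrdB. With the term for the kind of library, the counts were 32 and 42 for SCO2742, 88 and 631 for SigH, and 1 and 73 for HrdB. For SigH the full-length form had more with the RUVg factor from all 68 libraries (63 and 59), with TMM (2 and 1) and with the term for the kind and TMM (61 and 50). DESeq2 with ERCC size factors (11 and 44) and the edgeR fit over all 17 groups (19 and 39) had the other order. With a replicate block, whose numbers do not pair the truncated libraries with the control, the counts were 30 and 0 for SCO2742 and 14 and 0 for SigH. Such counts are not a test of one form against the other, which is given for each pair at its own result. By edgeR alone the counts were 0 and 0, 2 and 4, and 1 and 0. From the greater numbers of targets, the paper proposes that the extensions act negatively on RNA polymerase activity.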

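Of the 7 table genes of SCO2742_∆C, which the paper chose as higher in these libraries, 5 were at least 2-fold above the control. The median log2 fold change of the 7 was 1.06. Above every control library were 5 of the 7, and 1.31% of all genes tested. Among the 7 are *trxB*, at 279 ± 98.9 scaled counts with SCO2742_∆C (SD, n = 4), and SCO1793, at 193 ± 56.7 (SD, n = 4). The log2 fold change of *trxB* was 1.07 (SE 0.36, adjusted p = 1 from edgeR) and that of SCO1793 0.98 (SE 0.33, adjusted p = 1 from edgeR). Both were called with the RUVg factor, *trxB* at 1.17 (adjusted p = 4.2e-18, DESeq2) and SCO1793 at 1.04 (adjusted p = 1.1e-11, DESeq2), as were all 7 table genes. The edgeR test called no gene with SCO2742_∆C, where 27 genes had an unadjusted p below 0.05.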

The number of genes transcribed by SCO2742 substantially increased by removing the C-terminal extension. However, this modification only marginally (about 1.5 times) increased the transcriptional initiation activity of SCO2742 as judged by the fold change between SCO2742_∆C and SCO2742, suggesting that the C-terminus of SCO2742 may be involved in only fine tuning the activity (Fig. 3a). Similarly, the activity of SigH only marginally changed by removing the N-terminal extension except for the *sigH* transcription (Fig. 3b). This suggests that the full-length form of SigH initiates the transcription of *sigH* actively while SigH is likely redirected to other promoters once its N-terminal extension is cleaved in order to promote transcription of other SigH-target genes. 

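Between SCO2742_∆C and SCO2742, *trxB* was 1.50-fold higher with the truncated form and SCO5619 1.66-fold. The libraries of the 2 forms overlapped for both genes, at 184 to 408 scaled counts of *trxB* with SCO2742_∆C and 125 to 238 with SCO2742. Across all 7708 genes tested the median log2 fold change was −0.37, and relative to it *trxB* was at 0.96. That median was −0.083 with the term for the kind of library, and ran from −1.08 to −0.080 without 1 library. Between the forms the log2 fold change was 0.59 for *trxB* (SE 0.36, adjusted p = 0.93 from edgeR) and 0.73 for SCO5619 (SE 0.47, adjusted p = 0.93 from edgeR). In DESeq2 with the RUVg factor, *trxB* was at 0.83 (adjusted p = 1.8e-09) and SCO5619 at 0.95 (adjusted p = 3.2e-07), both below 2-fold. No gene was called between the 2 forms by edgeR or with the RUVg factor, and 2 genes had an unadjusted p below 0.05 by edgeR. From a change of this size the paper proposes that the C-terminus may only tune the activity of SCO2742.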

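Between SigH_∆N and SigH the gene that differed was *sigH* (SCO5243). It was the only gene called, lower with SigH_∆N, in edgeR with ERCC totals or TMM, in DESeq2 with ERCC size factors or RUVg factors, and in each of the 8 fits without 1 library. The known SigH target *sigJ* (SCO1276) gave 521 ± 32.6 scaled counts with SigH and 691 ± 41.2 with SigH_∆N (SD, n = 4 each), a log2 fold change of 0.41 (SE 0.22, adjusted p = 0.63 from edgeR). The median log2 fold change of the 7574 genes tested was 0.62, larger than the 0.33 left once the kind of library is in the fit. In 1 of the other 34 splits of these 8 libraries, edgeR called as many genes or more, and that split follows the kinds of library, of which SigH has 1 and 3 and SigH_∆N 2 and 2.

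**Figure D4:**
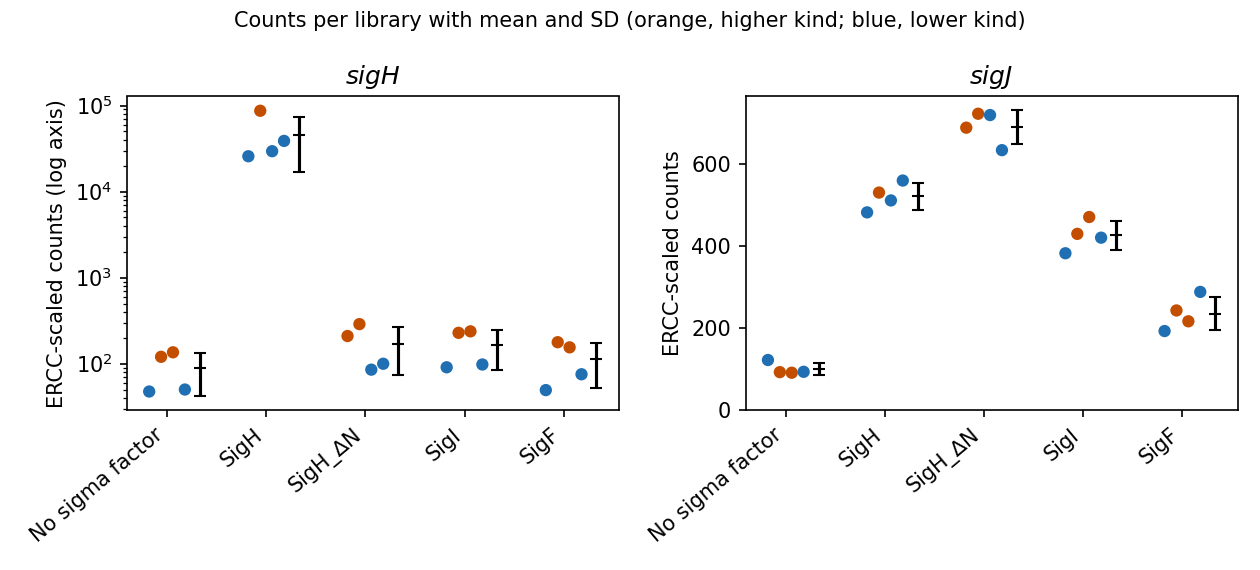
ERCC-scaled counts of *sigH* (log axis) and *sigJ* in the 4 libraries with no sigma factor, SigH, SigH_∆N, SigI and SigF, with mean and SD. *sigH* lies between 25732 and 86942 with full-length SigH and between 47.5 and 288 in the other 4 groups, while *sigJ* is above the control with all 4 proteins.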

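With full-length SigH the *sigH* gene gave 45231 ± 28345 scaled counts, against 88.4 ± 46.1 with no sigma factor and 171 ± 96.0 with SigH_∆N (SD, n = 4 each). Its log2 fold change over the control was 9.00 with SigH (SE 0.65, adjusted p = 4.6e-04 from edgeR), and it was called in all 8 fits without 1 library. With SigH_∆N it was 0.94 (SE 0.53, adjusted p = 0.74 from edgeR). The genes on either side of *sigH* did not follow it, with SCO5242 at −0.15 and SCO5244 at −0.39 relative to the median gene in the SigH reaction. Between the forms the log2 fold change of *sigH* was −8.06 (SE 0.63, adjusted p = 8.8e-04 from edgeR), and −8.71 with the RUVg factor. Nucleic acid in the protein preparations was not measured here. From the loss of the *sigH* signal the paper proposes that full-length SigH transcribes *sigH* actively and that cleavage redirects it to other promoters.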

Unlike SCO2742 and SigH, N-terminal truncated HrdB substantially increased transcription initiation at multiple promoters, suggesting a negative regulatory role of the N-terminal extension (Fig. 3c). 

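Genes gave more counts with HrdB_∆N than with HrdB, and this held for most genes on the ERCC scale. The *rpoB* gene was 8.79-fold higher than with HrdB, whose libraries held 95.9 ± 50.8 scaled counts of it (SD, n = 4). SCO3092 was 14.7-fold higher, at 971 ± 394 with HrdB_∆N against 64.3 ± 31.3 with HrdB (SD, n = 4 each). SCO4449 was 17.9-fold higher and SCO7788 8.70-fold. Against the control the *hrdB* gene had a log2 fold change of 0.57 (SE 0.31, adjusted p = 1 from edgeR) with HrdB_∆N. The log2 fold change between the forms was 3.14 for *rpoB* (SE 0.39, adjusted p = 5.2e-04 from edgeR), 3.88 for SCO3092 (SE 0.44, adjusted p = 5.2e-04 from edgeR), 4.16 for SCO4449 (SE 0.68, adjusted p = 9.5e-04 from edgeR) and 3.12 for SCO7788 (SE 1.01, adjusted p = 0.016 from edgeR). DESeq2 with the RUVg factor placed *rpoB* at 2.04 (adjusted p = 1.1e-06), SCO3092 at 1.73 and SCO7788 at 3.63, while SCO4449 was at −0.02 and *bxlA* at −1.66. By edgeR *bxlA* was at 2.60 (SE 0.73, adjusted p = 9.0e-03), and 3 of the 8 fits without 1 library called it. The edgeR test called 2740 of 7630 genes higher with HrdB_∆N and none lower, and the median log2 fold change of all genes was 2.42. Without HrdB replicate 3 the count was 410, and without HrdB replicate 2 it was 6123. The RUVg factor gave 648 higher and 1263 lower, and 580 genes were higher in both fits. From the increase at multiple promoters the paper proposes a negative regulatory role of the N-terminal extension.

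**Figure D5:**
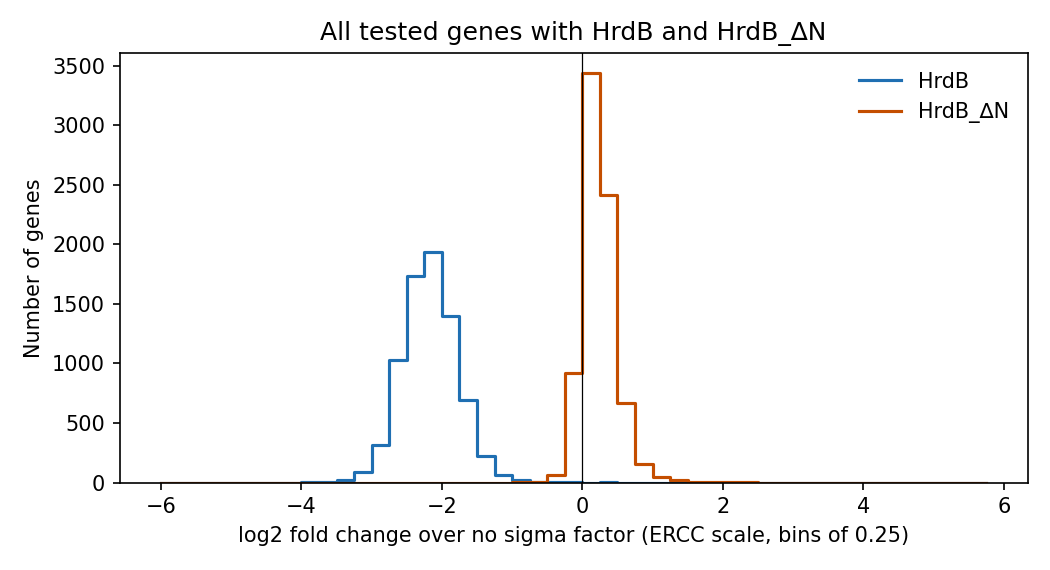
Number of genes (vertical axis) in bins of the log2 fold change over the control (horizontal axis, ERCC scale) with HrdB and with HrdB_∆N. The curve for HrdB lies almost wholly below 0, at a median of −2.18, and that for HrdB_∆N around its median of 0.21.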

Previously, two forms of HrdB were observed in *S. griseus* cells, indicating that HrdB could be partially processed^4^. Taken together, it is plausible that the activity of HrdB may be indeed modulated by proteolysis. In addition to the proteolysis, the activity of HrdB is known to be modulated by acetylation and RbpA^24,25^. When characterising transcription factors in cells, it is difficult to unambiguously confirm the effect of posttranslational modifications and cofactors. RIViT-seq enables systematic determination of their effect by using the modified proteins or supplementing the cofactors in the in vitro transcription assay.

**Fig. 3:**
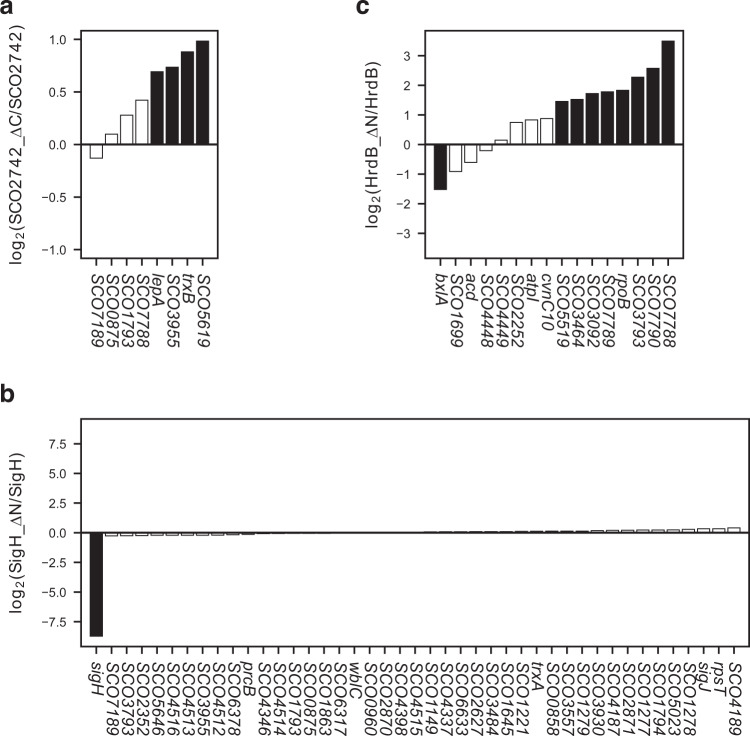
Relative transcript abundances generated by the truncated and full-length sigma factors. *Y* axis indicates the relative abundance of the transcripts generated by the truncated sigma factor compared to the transcript abundance generated by the full-length form of the sigma factor. **a** Relative transcript abundances of the target genes of SCO2742. **b** Relative transcript abundances of the target genes of SigH. **c** Relative transcript abundances of the target genes of HrdB. Filled bars, adjusted *P* value < 0.01; open bars, adjusted *P* value ≥ 0.01. Fold changes and adjusted *P* values were determined by using the *DESeq2* package.

### Expansion of the transcriptional regulatory network

Prior to this study, the experimentally verified transcriptional regulatory network controlled by sigma factors in *S. coelicolor* A3(2) consisted of 12 sigma factors and 200 genes forming 209 sigma factor-target gene pairs or edges (Fig. 4; Supplementary Table 1)^4–8,10,15,18,19,25,29^. Our RIViT-seq data increased the number of sigma factors for which at least one biochemical target gene is known to 18 and the number of edges to 399 (Fig. 4). SigR and SigE control the transcription of more than 100 genes. The relatively small size of the HrdB regulon despite its function as the primary sigma factor is presumably because its activity is posttranslational controlled by acetylation and RbpA, which were not investigated in this study, in addition to proteolysis and only a limited number of target genes have been experimentally verified prior to this study. Four sigma factors initiate transcription of their own genes including *shbA*. 

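The genes of the purified sigma factors stood out in their own reactions for some proteins. Relative to the median gene, *sigH* was at 9.11 on the log2 scale with SigH, *hrdB* at 3.53 with HrdB, SCO3626 at 3.47 with SCO3626, *shbA* at 3.17 with ShbA, SCO0864 at 1.33 with SCO0864 and SCO6239 at 1.12 with SCO6239. The genes of SigI, SigR and SigK were at 0.07, 0.25 and −0.29. Of the 12 full-length proteins, 6 had their own gene above every control library, and 9 had it higher, relative to the median gene, than in any other reaction. None of the 4 truncated proteins had its gene above 1, and *hrdB* was at 0.36 with HrdB_∆N. Against the control SCO3626 went from 44.2 ± 35.3 to 553 ± 379 scaled counts (SD, n = 4 each), a log2 fold change of 3.65 (SE 0.78, adjusted p = 1 from edgeR), and was called with the RUVg factor (adjusted p = 9.5e-35, DESeq2) and with a replicate block in edgeR (adjusted p = 1.2e-101). Own genes were called by edgeR for 2 of the 12 proteins and with the RUVg factor for 6.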

Transcription of 4 sigma factor genes was initiated by other sigma factors. They are *hrdB* controlled by ShbA and SigR, *sigJ* controlled by SigH, SigI and SigF, *sigL* controlled by SigB, and *hrdD* controlled by SigR and SigE. 

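The *hrdB* gene also rose with SigR, though less than with ShbA, to 388 ± 147 scaled counts (SD, n = 4), and the SigR libraries overlapped the controls. For a *hrdB* promoter recognised by SigR the paper cites earlier work, and its own table of SigR targets does not hold *hrdB*. The median gene rose by 0.54 on the log2 scale with SigR. With SigI and SigH_∆N, whose target tables do not hold *hrdB* either, all libraries were above the controls (362.1 to 885.6 and 287.7 to 663.5 scaled counts). The *sigJ* gene rose with SigF, from 100.0 ± 14.9 to 235 ± 40.9 scaled counts (SD, n = 4 each), and all 4 SigF libraries were above the controls. The *hrdD* gene did so with SigR, whose lowest library, at 241 scaled counts, lay above the highest control, at 145. With SigR the log2 fold change of *hrdB* was 0.88 (SE 0.33, adjusted p = 0.55 from edgeR). The RUVg fit in DESeq2 gave 0.60 (adjusted p = 1.9e-06), under 2-fold. With SigF the log2 fold change of *sigJ* was 1.23 (SE 0.27, adjusted p = 0.93 from edgeR), and it was called with the RUVg factor at 1.35 (adjusted p = 1.8e-19, DESeq2) and with a replicate block in edgeR (adjusted p = 5.6e-06).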

Of them, the transcriptional dependence of *shbA* on ShbA and *sigJ* on SigI and SigF has only been determined by RIViT-seq, which needs to be further verified in vivo.

**Fig. 4:**
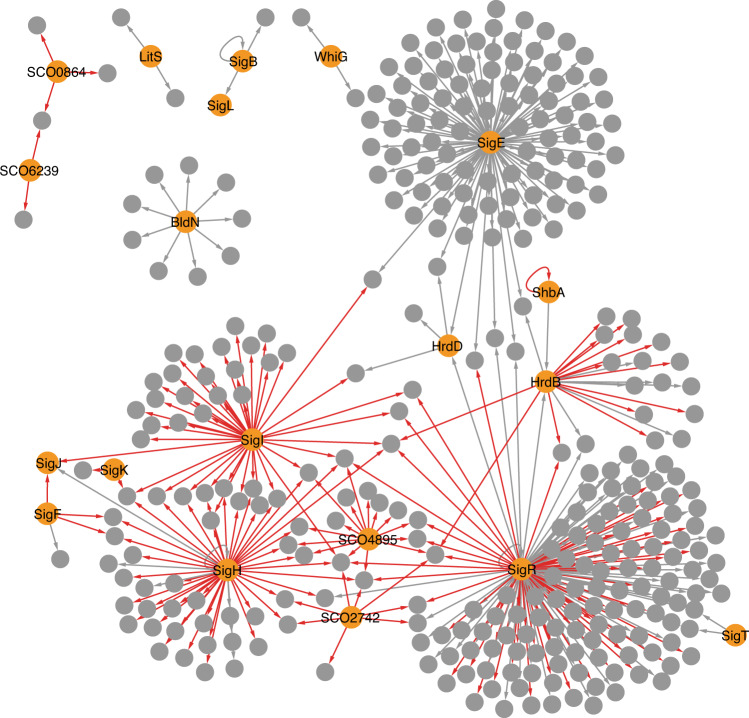
Transcriptional regulatory network controlled by sigma factors. Orange nodes indicate sigma factors and grey nodes indicate other genes. Grey arrows are previously known regulation and red arrows are regulation identified by RIViT-seq in this study.

Identification of TSSs enabled the prediction of the recognition sequences of sigma factors. Presumably due to the relatively low promoter recognition specificity of some sigma factors and the low number of TSSs identified for several sigma factors, recognition motifs were modelled for only three sigma factors with high confidence (*E* value < 10^–8^; Fig. 2). This is consistent with the previous observation of low sequence conservation of DNA sequences bound by HrdB^30^. Interestingly, both SigH and SigI recognised the sequences rich in adenosine residues around their probable –10 regions, which may ease dsDNA melting similar to other sigma factors such as RpoD and RpoE in *E. coli*^1^. Their –35 regions were not highly conserved.

### Crosstalk between SigH, SigI, SigF and SigK

The expanded transcriptional regulatory network also revealed that 45 out of 340 genes assigned to the sigma factor regulons could be directly regulated by multiple sigma factors (Fig. 4). Notably, *SCO1793* belonged to the regulons of five sigma factors and four genes (*SCO0875*, *SCO3793*, *SCO4515* and *SCO7788*) were regulated by four sigma factors. 

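SCO1793 rose with several sigma factors. From 97.5 ± 9.42 scaled counts in the control (SD, n = 4) it went to 445 ± 66.0 with SigI, 372 ± 62.0 with SigR, 328 ± 59.2 with SigH and 239 ± 48.5 with SCO4895 (SD, n = 4 each), and with each of these every library was above every control. SCO3793 and SCO4515 rose with SigI to 291 ± 18.5 and 816 ± 43.3 scaled counts, from 56.6 ± 10.9 and 223 ± 18.7. The log2 fold change of SCO1793 was 2.19 with SigI (SE 0.23, adjusted p = 8.1e-03 from edgeR), 1.93 with SigR (SE 0.25, adjusted p = 0.056), 1.75 with SigH (SE 0.27, adjusted p = 0.080) and 1.30 with SCO4895 (SE 0.27, adjusted p = 0.62). No fit without 1 of the libraries kept the call with SigI. Counting each sigma factor once for its full-length and truncated forms, SCO1793 was called with 1 sigma factor by edgeR and with 6 by the RUVg factor. The other genes were called with 1 and 6 for SCO3793, 1 and 5 for SCO4515, 0 and 5 for SCO0875, and 0 and 3 for SCO7788, in that order of fits. By edgeR 2 genes were called with at least 2 proteins, and 0 when any 1 of the 4 control libraries was left out. With the RUVg factor 229 were.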

Of the 18 sigma factors of which regulons are known including the previously identified target genes, SigH and SigI shared the greatest number of target genes in their regulons (Fig. 5a). However, not all the sigma factors recognise the same single promoter for the transcription of the same gene. For example, the *hrdB* transcription is initiated at two promoters, P1 and P2, with P1 recognised by ShbA and P2 recognised by SigR^4,19^. Therefore, the TSSs of transcripts detected by RIViT-seq were compared and the number of TSSs recognised by each of a pair of sigma factors was calculated (Fig. 5b). 

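SigH and SigI raised many of the same genes. The paper's tables for full-length SigH and SigI share 11 genes, of which edgeR called 1 with both, *sigJ*, and DESeq2 with the RUVg factor called all 11. The table of SigH_∆N, which is not counted here, shares further genes with that of SigI. Taking SigH and SigH_∆N together, SigH and SigI shared more called genes than any other pair by edgeR (2, against 0) and with the RUVg factor (90, against 54 for SCO0864 and HrdB). With the term for the kind of library they shared 549, fewer than SigI and SCO6239 with 735. By edgeR, 1 gene was called with both full-length SigH and SigI out of 2 and 9, where independent lists would share 0.00238. The RUVg factor had 53 called with both out of 81 and 238 (independent lists, 2.55). The log2 fold changes of the 7560 genes tested in both correlated at r = 0.57 across genes, which are not independent replicates, with a covariance of 0.0566. Both comparisons use the same control libraries, and simulated groups with no effect gave a mean r of 0.463 and a covariance of 0.0442. With 2 of the 4 controls for each comparison, edgeR called no gene with SigI in any of 6 splits, so none could be shared. In the 4 of these splits where a term for the kind of library could be fitted, 12 to 21 genes were shared.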

Similar to the regulons, SigH and SigI initiated transcription from the greatest number of the same TSSs in vitro. A comparison of their recognition motifs revealed two adenosine residues separated by two nucleotides at equivalent positions around their probable –10 regions (Fig. 2). Phylogenetic analysis of each of the sigma factor domains responsible for promoter recognition, region 2 and region 4, revealed that SigH and SigI belonged to the same clade, supporting their overlapping promoter recognition specificities (Supplementary Fig. 4).

**Fig. 5:**
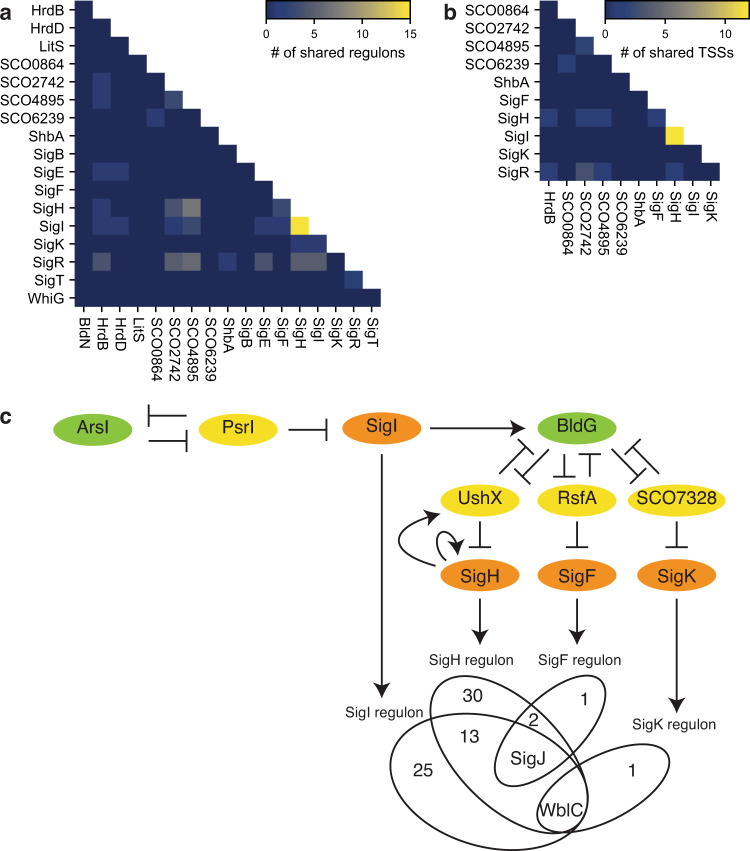
Crosstalk of sigma factors. **a** Heatmap of the number of shared regulons between each pair of sigma factors. These regulons include the previously identified target genes. **b** Heatmap of the number of shared TSSs between each pair of sigma factors. Only TSSs identified by RIViT-seq were used. **c** Regulatory network controlled by SigH, SigI, SigF and SigK. Green, yellow and orange ovals indicate anti-anti-sigma factors, anti-sigma factors and sigma factors, respectively.

Interestingly, the SigI regulon included an anti-anti-sigma factor gene, *bldG*. 

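The *bldG* gene (SCO3549), which encodes an anti-anti-sigma factor, rose 2.11-fold with SigI, from 64.9 ± 8.08 to 137 ± 17.8 scaled counts (SD, n = 4 each). All 4 SigI libraries were above all control libraries. *bldG* rose by 1.30 on the log2 scale in libraries of the higher kind and by 0.85 in those of the lower kind. It lay only 0.25 above the median gene, which also rose with SigI. Over both kinds the log2 fold change was 1.08 (SE 0.32, adjusted p = 0.20 from edgeR). *bldG* was called with the RUVg factor at 1.15 (adjusted p = 1.1e-06, DESeq2) and with a replicate block in edgeR at 1.07 (adjusted p = 5.6e-08). Of 7 anti-sigma and anti-anti-sigma factor genes listed before the data were examined, edgeR called 0 with SigI (0 when adjusted over the list alone) and the RUVg factor 1, *bldG*.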

BldG antagonises the anti-SigH anti-sigma factor UshX, anti-SigF anti-sigma factor RsfA, and anti-SigK anti-sigma factor SCO7328^31–33^. RIViT-seq revealed that SigH, SigI and SigF initiated the transcription of *sigJ*, which is one of the known target genes of SigH, and SigH, SigI and SigK initiated the transcription of *wblC* (Fig. 4)^34^. Indeed, each of SigH, SigI and SigF is able to recognise the *ctc* promoter from *Bacillus subtilis*, routinely used promoter to probe stress response activities, suggesting they recognise similar promoter sequences^35,36^. 

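The *sigJ* gene was 5.21-fold higher with SigH and 4.26-fold higher with SigI than with no sigma factor, and it was the gene called with the most proteins by edgeR, namely SigH, SigH_∆N and SigI. The *wblC* gene (SCO5190), for a WhiB-family regulator, rose 2.99-fold with SigI, 1.95-fold with SigH and 2.11-fold with SigK. All libraries with these sigma factors were above all control libraries for both genes. The log2 fold change of *sigJ* was 2.38 with SigH (SE 0.24, adjusted p = 5.3e-03 from edgeR) and 2.09 with SigI (SE 0.23, adjusted p = 8.9e-03 from edgeR). These calls held in 1 and 0 of the 8 fits without 1 library. Scaled counts of *wblC* were 84.0 ± 26.0 with SigH, 91.0 ± 16.4 with SigK and 43.1 ± 5.40 in the control (SD, n = 4 each), and 95.1 to 169 with SigI (mean 129, n = 4). Its log2 fold change was 1.58 with SigI (SE 0.38, adjusted p = 0.13 from edgeR), 0.96 with SigH (SE 0.46, adjusted p = 1) and 1.08 with SigK (SE 0.41, adjusted p = 1). DESeq2 with the RUVg factor called *wblC* with all of these, at 1.38, 1.05 and 1.06 (adjusted p = 1.5e-07, 7.9e-06 and 7.6e-05). A replicate block in edgeR, which applies to SigI alone, also called *wblC* (adjusted p = 8.0e-10). From *sigJ*, *wblC* and *bldG* together the paper proposes that SigI promotes the SigH, SigF and SigK regulons.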

Taken together, the expanded transcriptional regulatory network suggests that SigI promotes the expression of the SigH, SigF and SigK regulons by (i) activating the expression of *bldG* and (ii) directly initiating the transcription of some SigH, SigF and SigK regulons including *sigJ* and *wblC* (Fig. 5c).

## Discussion

Transcriptional regulation is a highly controlled process to ensure gene expression only under appropriate environmental conditions, and living organisms use a variety of transcription factors to activate or repress different sets of genes in response to environmental cues. Identifying target genes of a transcription factor is a laborious process, which typically includes transcriptomics analyses using knockout mutants and ChIP-seq, and is not scalable. Even a simple microorganism such as *E. coli* encodes hundreds of proteins and other types of regulatory elements predicted to be involved in transcriptional regulation and characterising each of them individually in vivo through extensive genetic manipulation is resource intensive. RIViT-seq presented in this study overcomes the issue of characterising a large number of proteins controlling the activities of the transcriptional machineries. Although the in vitro transcription technique was previously combined with DNA microarray analysis (run-off transcription-microarray analysis, ROMA)^21,22,37,38^, RIViT-seq overcomes several limitations ROMA has. Firstly, DNA microarray detects transcripts based on hybridisation between cDNA and probes and it is very difficult to rule out any non-specific hybridisation. Secondly, DNA microarray detects only transcripts that are complementary to probes arrayed on a chip. A high-density DNA microarray is required to detect multiple parts of a transcript and it’s still not sufficient to detect structures of transcripts in a single nucleotide resolution unlike RNA-sequencing. RNA-sequencing enables determining the 5′- and 3′-ends of transcripts by creating sequencing libraries appropriately. Lastly, and presumably most importantly, ROMA requires a DNA microarray for every organism of interest.

In this study, RIViT-seq was successfully used to characterise sigma factors, determinants of promoter selectivity of RNA polymerase in bacteria, as a proof of concept. This technology is particularly useful if a transcription factor of interest undergoes negative regulation inside cells. For example, many sigma factors are sequestrated by their cognate anti-sigma factors from RNA polymerase and unable to express their regulons without specific stimuli^39^. In addition, transcriptional repressors and some nucleoid proteins block access of RNA polymerase to the promoter regions even if sigma factors are active until specific stimuli abrogate the DNA-binding activity of transcriptional repressors and nucleoid proteins. It is often a challenge to predict what kind of stimuli activate the sigma factor of interest and release the transcriptional repressor from its target promoter regions, and whether the activity is controlled by any anti-sigma factor and other transcription factors, which complicates its characterisation in vivo. In addition, indirect effects may exist when characterising a sigma factor and, even more broadly, any protein involved in transcriptional regulation in vivo. By contrast, in vitro transcription assays are a simpler method to characterise any proteins involved in transcriptional regulation. If the transcription factor of interest is predicted to undergo proteolysis, those modified transcription factors may be also characterised. In this study, we used truncated versions of four sigma factors which possess unusual N- or C-terminal extensions and observed the change in the transcription initiation activities. Sigma factor activity is sometimes further controlled by other factors such as RbpA and other types of posttranslational modifications such as acetylation^24,25^. The effect of such additional factors and posttranslational modifications may be unambiguously determined by this in vitro-based technology on the genome scale.

There are, nevertheless, a few drawbacks of RIViT-seq and the procedure we used in this study. Most notable one is that all the components should be available for the in vitro transcription assay including the transcription factor and RNA polymerase. Not all the transcription factors are easily overproduced and purified as only 16 sigma factors were successfully purified in this study. The advancement in the in vitro transcription and translation technology and high throughput protein purification technology is expected to improve the success rate of the protein purification and enable the characterisation of a greater number of transcription factors by RIViT-seq. In the current procedure, we used RNA polymerase core enzyme from *E. coli*. Purifying RNA polymerase core enzyme is tedious work and requires equipment that not all research groups have access to. *E. coli* RNA polymerase core enzyme, which is commercially available, was successfully used with sigma factors from diverse bacteria including streptomycetes when conducting in vitro transcription assays previously^4,10–14^. There, however, may be cases in which interaction between organism-specific residues of RNA polymerase core enzyme and the sigma factor or promoter sequence is crucial. Hence, it may be desirable to prepare RNA polymerase core enzyme from the organism of choice to minimise potential false negatives when possible. The other possible drawback of the current procedure is the use of digested genomic DNA. The topological state of DNA is known to affect DNA binding of some transcription factors, thus influencing gene expression. Our current procedure of using relaxed DNA may overlook gene expression that requires a specific state of topology. Indeed, elevated chromosome supercoiling caused by topoisomerase I depletion changes global gene expression in *S. coelicolor* A3(2)^40^. In certain cases, it may be important or sometimes necessary to use undigested genomic DNA and add topoisomerase or gyrase to the in vitro transcription reaction.

Our data expanded the transcriptional regulatory network in *S. coelicolor* A3(2) (Fig. 4). Streptomycetes encode large numbers of sigma factors and adopt several unique regulatory mechanisms. For example, c-di-GMP controls the activity of WhiG, sporulation sigma factor, by binding the anti-WhiG anti-sigma factor, RsiG^5^. Another example of unique regulatory mechanisms is the control of the transcriptional initiation of the principal sigma factor gene*, hrdB*, by the alternative sigma factor, ShbA, under normal growth conditions^4^. However, how ShbA activity is controlled was previously unknown including which sigma factor is responsible for the transcription of *shbA*. Our RIViT-seq data revealed that ShbA recognises the promoter of its own gene and initiates transcription in vitro. In addition to identifying the regulons of sigma factors, our data also revealed possible partial overlap of sigma factor regulons. The most notable case found in this study was partial overlap of the SigH, SigI, SigF and SigK regulons. *S. coelicolor* A3(2) encodes 10 sigma factors belonging to the group 3 based on their domain organisations and nine of them including SigH, SigI, SigF and SigK are considered homologues of the general stress response sigma factor, SigB, in *B. subtilis* (Supplementary Fig. 1)^41^. Similar to SigB of *B. subtilis*, the activities of SigH, SigI, SigF and SigK are controlled by their cognate anti-sigma factors and anti-anti-sigma factors^31,32,42^. The anti-SigH, anti-SigF and anti-SigK anti-sigma factors are antagonised by the anti-anti-sigma factor, BldG, and the anti-SigI anti-sigma factor, PsrI, is antagonised by the anti-anti-sigma factor, ArsI. RIViT-seq revealed that the *bldG* expression could be controlled by SigI. This regulatory cascade together with crosstalk may enable rapid response to multiple environmental changes where the SigH, SigI, SigF and SigK regulons need to be expressed. As the knockout mutants of these sigma factor genes exhibits mild or no phenotypes, these sigma factors may play partially complementary roles in *S. coelicolor* A3(2). It is still unknown what kind of stimuli directly control the activity of the anti-anti-sigma factors, BldG and ArsI, and how the *sigI* transcription is controlled. In *B. subtilis*, nine proteins are known to control the activity of the general stress response sigma factor, SigB^43^. Similarly, these SigB-like sigma factors in *S. coelicolor* A3(2) may also be controlled by multiple factors. Further investigation into the regulation of SigH, SigI, SigF and SigK should unveil this complex regulatory network that involves multiple sigma factors.

## Methods

### Bacterial strains and growth conditions

*S. coelicolor* M145, derivative of *S. coelicolor* A3(2) lacking the plasmids SCP1 and SCP2, was used to isolate the genomic DNA^44^. *E. coli* TOP10 used for DNA cloning and *E. coli* BL21(DE3) used for protein overproduction were routinely cultivated in LB medium at 30 °C unless otherwise specified. Media were supplemented with kanamycin (25 mg/L) as appropriate.

### Bioinformatic analyses

Pfam domain search of each predicted protein was performed using hpc_hmmsearch, modified hmmsearch from HMMER3 for efficient use of CPU cores on the Cori supercomputer, with a threshold of independent *E* value of 0.1^45,46^. Proteins predicted to possess both Pfam domains Sigma70_r2 (region 2) and Sigma70_r4 (region 4) were considered sigma factors. PhyML was used to estimate the phylogeny by maximum likelihood^47^. MEME was used to find consensus motifs^48^. Motifs that consisted of 22 to 35 nucleotides and present in at least 10 sequences with the *E* values < 10^–5^ were retrieved. The motif with the smallest *E* value was used as the consensus sequence.

### DNA cloning

Sigma factor genes were amplified by PCR using KOD Hot Start DNA Polymerase (MilliporeSigma) and primer pairs listed in Supplementary Table 2 and amplicons were cloned by Gibson Assembly (New England BioLabs) into pET29b(+) digested by *Nde*I and *Xho*I.

### Purification of hexahistidine-tagged sigma factors

*E. coli* possessing the pET29b(+)-derived plasmid was cultivated in 2 ml LB medium containing 25 µg/ml kanamycin overnight at 30 °C. To a fresh 50 ml LB medium containing 25 µg/ml kanamycin, 1 ml of the preculture was inoculated. The cells were grown at 30 °C for 2 h and the temperature was changed to 15 °C. IPTG was added to the final concentration of 0.1 mM for SCO5243 or 1 mM for all other sigma factors and the cultivation was continued overnight. Cells were harvested by centrifugation and stored at –80 °C until the use. Cell pellets were resuspended in a buffer containing 20 mM HEPES (pH 7.5), 50 mM sodium chloride, >0.25 units/µl Benzonase Nuclease (MilliporeSigma), 1 mM magnesium sulphate and 1 × BugBuster (MilliporeSigma), and lysed for 30 min at room temperature with continuous agitation. Insoluble materials were removed by centrifugation and imidazole was added to the soluble fraction at 20 mM. The soluble fraction was mixed with HisPur Cobalt (Thermo Scientific) and incubated for 2 h with continuous agitation. The unbound materials were removed and the resin was washed with a buffer containing 20 mM HEPES (pH 7.5), 50 mM sodium chloride and 30 mM imidazole. The bound protein was eluted with a buffer containing 20 mM HEPES (pH 7.5), 50 mM sodium chloride and 150 mM imidazole. Imidazole was removed by using Microcon-10kDa Centrifugal Filter Unite (MilliporeSigma). The protein concentration was measured using Bio-Rad Protein Assay with BSA as the titration standard (Bio-Rad).

### In vitro transcription assay

The genomic DNA of *S. coelicolor* A3(2) was isolated by using GenElute Bacterial Genomic DNA kit (MilliporeSigma) and digested by *Eco*RI, *Hin*dIII, *Bam*HI or *Xho*I. Equal quantities of the genomic DNA solutions treated by different restriction enzymes were combined. In vitro transcription assays were performed using Echo^®^ 525 LIQUID HANDLER (Labcyte). Two µl of 8 µM sigma factor, 1 µl of one unit/µl *E. coli* RNA polymerase core enzyme (New England BioLabs) and 2 µl of 5X *E. coli* RNA polymerase reaction buffer were mixed and incubated at 30 °C for 15 min. To this mixture, 1 µl of 200 ng/µl digested genomic DNA mixture was added and the mixture was incubated at 30 °C for 15 min. The in vitro transcription reaction was initiated by adding 2 µl of 2.5 mM NTP mixture (Invitrogen) and the mixture was incubated at 30 °C for 20 min. To the reaction was the DNase solution consisting of 2 µl TURBO DNase (2 units/µl; Ambion), 1.5 µl of 10X TURBO DNase buffer and 1 µl of ERCC RNA Spike-in Mix (Invitrogen) diluted by 100 times added. The reaction was incubated at 37 °C for 30 min and the RNAs were purified using RNeasy kit (Qiagen). RNA concentrations were quantified using Qubit™ RNA HS Assay Kit (Invitrogen). The cDNA synthesis was performed using the SuperScript IV First-Strand Synthesis System (Invitrogen) and the quantitative RT-PCR was performed using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad Laboratories) and primer pairs listed in Supplementary Table 3 on CFX384 Touch Real-Time PCR System (Bio-Rad Laboratories).

### Whole-genome transcriptomics

Stranded cDNA libraries were generated using TruSeq Stranded RNA Library Prep Kit (Illumina) and the low sample protocol. Libraries were quantified using KAPA Library Quantification Kit (Roche) and LightCycler 480 Instrument (Roche), and sequenced on NovaSeq 6000 Sequencing System (Illumina) by paired-end 2 × 150 bp sequencing.

Raw reads were scanned from 3′ to 5′ and those with a quality score value below 20 were trimmed and reads consisting of fewer than 35 nucleotides were discarded using BBDuk (sourceforge.net/projects/bbmap/). Trimmed reads were aligned to the *S. coelicolor* A3(2) chromosome and ERCC92 sequences using HISAT2 with the “no-spliced-alignment” option and the “maxins” option of 1,000^49^. The number of fragments overlapping each gene was counted using featureCounts^50^. Fragment counts were normalised by ERCC fragment counts using the R package *RUVSeq* and differential expression was analysed using the R package *DESeq2*^51,52^. The fold change of ≥2 and the adjusted *P* value of <0.01 were used to determine the significantly overexpressed genes.

### 5′-end sequencing

The triphosphates at the 5′-end of 6 µg RNA samples were converted to monophosphates by using 3.75 units of RNA 5′ pyrophosphohydrolase (RppH; New England BioLabs) at 30 °C for 1 h. The 5′-ends of the transcripts were ligated by the adaptor (GUUCAGAGUUCUACAGUCCGACGAUC) using 15 units of T4 RNA ligase 1 (ssRNA ligase; New England BioLabs) at 25 °C for 2 h followed by incubation at 17 °C for 18 h. Ligated RNA samples were purified by using RNeasy Kits and RNeasy MinElute Cleanup Kits (QIAGEN). cDNA was synthesised by using a random hexamer with an adaptor sequence (GCCTTGGCACCCGAGAATTCCANNNNNN) and SuperScript IV First-Strand Synthesis System (Invitrogen). The cDNA was amplified by using KAPA Library Amplification Kit (Roche) and index primers from TruSeq Small RNA Library Preparation Kit (Illumina). Libraries were purified by using the equal volume of AMPure XP (Beckman Coulter) twice. The quality of the libraries was verified by using Bioanalyzer High Sensitivity DNA Kit (Agilent). The libraries were sequenced on MiSeq System (Illumina) by paired-end 2 × 150 bp sequencing.

Adaptor sequences present at the 3′-end of reads were trimmed using BBDuk (sourceforge.net/projects/bbmap/). Raw reads were scanned from 3′ to 5′ and those with a quality score value below 20 were trimmed and reads consisting of fewer than 35 nucleotides were discarded using BBDuk (sourceforge.net/projects/bbmap/). Trimmed reads were aligned to the *S. coelicolor* A3(2) chromosome and ERCC92 sequences using HISAT2 with the “no-spliced-alignment” option and the “maxins” option of 1000^49^. The number of 5′-end of forward reads that aligned each genomic position was counted using Samtools^53^. Transcriptional start sites (TSSs) were determined using the procedure reported previously (Supplementary Fig. 5a)^16^. Briefly, 5′-ends within 100 bp were clustered together. If multiple 5′-ends located nearby had standard deviation of <10, they were subclustered together and the 5′-end that had the largest read count within the subcluster was considered the TSS. The sum of the read counts of all the 5′-ends within the subcluster was used as the read count of the TSS. ERCC92 transcripts that had at least 10 reads aligning the 1st nucleotide in all the replicates were used as a normalisation control. The read count relative to the maximum number among samples was calculated for each ERCC92 transcript and the mean value of all the relative read counts was used as the normalisation factor, which ranges between 0 and 1 (Supplementary Fig. 5b). TSSs with the normalised read counts (read counts divided by the mean normalisation factor) of <4 in at least one of the replicates in the sample with a sigma factor were removed from the further analysis. As 5′-end mapping data were skewed, the following criteria were used to determine sigma factor-dependent TSSs. (i) The normalised read counts in every replicate of the sample with a sigma factor is greater than the read count in all the replicates of the sample with no sigma factor. (ii) The normalised read count in the sample with a sigma factor with the 2nd lowest normalised read count is at least four times as much as the read count in all the replicates of the sample with no sigma factor.

### Integration of the whole transcriptomics and 5′-end sequencing data

The significantly overexpressed genes in the whole transcriptomics data were further analysed for the presence of the TSSs. Overexpressed genes that had a TSS within 300 bp upstream from their initiation codon were determined the target genes of the sigma factor. If an overexpressed gene with no TSS was located within 50 bp downstream from a target gene, it was also determined a target gene.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Reporting Summary

## Data Availability

All sequence files and processed count data files that support this study are available at Gene Expression Omnibus (GEO) under accession number GSE184392 (whole transcriptome) and GSE184393 (5′-end sequencing). Source data are provided with this paper.

## Source data

Source Data

## References

[1] Feklistov A, Sharon BD, Darst SA, Gross CA (2014). Bacterial sigma factors: a historical, structural, and genomic perspective. Annu. Rev. Microbiol..

[2] Gourse RL, Ross W, Rutherford ST (2006). General pathway for turning on promoters transcribed by RNA polymerases containing alternative sigma factors. J. Bacteriol..

[3] Sun D, Liu C, Zhu J, Liu W (2017). Connecting metabolic pathways: sigma factors in *Streptomyces* spp. Front. Microbiol..

[4] Otani H, Higo A, Nanamiya H, Horinouchi S, Ohnishi Y (2013). An alternative sigma factor governs the principal sigma factor in *Streptomyces griseus*. Mol. Microbiol..

[5] Gallagher KA (2020). c-di-GMP arms an anti-sigma to control progression of multicellular differentiation in *Streptomyces*. Mol. Cell.

[6] Kormanec, J. et al. in *Stress and Environmental Regulation of Gene Expression and Adaptation in Bacteria* (ed. Frans J. de Bruijn) Ch. 4.4, 328–343 (JohnWiley & Sons, Inc., 2016).

[7] Takano H, Obitsu S, Beppu T, Ueda K (2005). Light-induced carotenogenesis in *Streptomyces coelicolor* A3(2): identification of an extracytoplasmic function sigma factor that directs photodependent transcription of the carotenoid biosynthesis gene cluster. J. Bacteriol..

[8] Tran NT (2019). Defining the regulon of genes controlled by σ^E^, a key regulator of the cell envelope stress response in *Streptomyces coelicolor*. Mol. Microbiol..

[9] Pinto D, da Fonseca RR (2020). Evolution of the extracytoplasmic function sigma factor protein family. NAR Genom. Bioinform..

[10] Bibb MJ, Domonkos A, Chandra G, Buttner MJ (2012). Expression of the chaplin and rodlin hydrophobic sheath proteins in *Streptomyces venezuelae* is controlled by σ^BldN^ and a cognate anti-sigma factor, RsbN. Mol. Microbiol..

[11] Hu Y, Morichaud Z, Chen S, Leonetti JP, Brodolin K (2012). *Mycobacterium tuberculosis* RbpA protein is a new type of transcriptional activator that stabilizes the sigma A-containing RNA polymerase holoenzyme. Nucleic Acids Res..

[12] Imamura S, Asayama M, Shirai M (2004). In vitro transcription analysis by reconstituted cyanobacterial RNA polymerase: roles of group 1 and 2 sigma factors and a core subunit, RpoC2. Genes Cells.

[13] Miura C (2015). Functional characterization of the principal sigma factor RpoD of phytoplasmas via an in vitro transcription assay. Sci. Rep..

[14] Yeoman KH, Mitelheiser S, Sawers G, Johnston AW (2003). The ECF sigma factor RpoI of R. leguminosarum initiates transcription of the *vbsGSO* and *vbsADL* siderophore biosynthetic genes in vitro. FEMS Microbiol. Lett..

[15] Paget MS, Kang JG, Roe JH, Buttner MJ (1998). σ^R^, an RNA polymerase sigma factor that modulates expression of the thioredoxin system in response to oxidative stress in *Streptomyces coelicolor* A3(2). EMBO J..

[16] Jeong Y (2016). The dynamic transcriptional and translational landscape of the model antibiotic producer *Streptomyces coelicolor* A3(2). Nat. Commun..

[17] Buttner MJ, Chater KF, Bibb MJ (1990). Cloning, disruption, and transcriptional analysis of three RNA polymerase sigma factor genes of *Streptomyces coelicolor* A3(2). J. Bacteriol..

[18] Kang JG, Hahn MY, Ishihama A, Roe JH (1997). Identification of sigma factors for growth phase-related promoter selectivity of RNA polymerases from *Streptomyces coelicolor* A3(2). Nucleic Acids Res..

[19] Kim MS (2012). Conservation of thiol-oxidative stress responses regulated by SigR orthologues in actinomycetes. Mol. Microbiol.

[20] Paget MS, Molle V, Cohen G, Aharonowitz Y, Buttner MJ (2001). Defining the disulphide stress response in *Streptomyces coelicolor* A3(2): identification of the σ^R^ regulon. Mol. Microbiol..

[21] Maciag A (2011). In vitro transcription profiling of the σ^S^ subunit of bacterial RNA polymerase: re-definition of the σ^S^ regulon and identification of σ^S^-specific promoter sequence elements. Nucleic Acids Res..

[22] Cao M (2002). Defining the *Bacillus subtilis* σ^W^ regulon: a comparative analysis of promoter consensus search, run-off transcription/macroarray analysis (ROMA), and transcriptional profiling approaches. J. Mol. Biol..

[23] Yoo JS, Oh GS, Ryoo S, Roe JH (2016). Induction of a stable sigma factor SigR by translation-inhibiting antibiotics confers resistance to antibiotics. Sci. Rep..

[24] Kim JE, Choi JS, Kim JS, Cho YH, Roe JH (2020). Lysine acetylation of the housekeeping sigma factor enhances the activity of the RNA polymerase holoenzyme. Nucleic Acids Res..

[25] Tabib-Salazar A (2013). The actinobacterial transcription factor RbpA binds to the principal sigma subunit of RNA polymerase. Nucleic Acids Res..

[26] Wu H (2019). The role of C-terminal extensions in controlling ECF σ factor activity in the widely conserved groups ECF41 and ECF42. Mol. Microbiol..

[27] Bibb MJ, Buttner MJ (2003). The *Streptomyces coelicolor* developmental transcription factor σ^BldN^ is synthesized as a proprotein. J. Bacteriol..

[28] Viollier PH, Weihofen A, Folcher M, Thompson CJ (2003). Post-transcriptional regulation of the *Streptomyces coelicolor* stress responsive sigma factor, SigH, involves translational control, proteolytic processing, and an anti-sigma factor homolog. J. Mol. Biol..

[29] Fujii T, Gramajo HC, Takano E, Bibb MJ (1996). *redD* and *act*II-ORF4, pathway-specific regulatory genes for antibiotic production in *Streptomyces coelicolor* A3(2), are transcribed in vitro by an RNA polymerase holoenzyme containing σ^*hrdD*^. J. Bacteriol..

[30] Smidova K (2019). DNA mapping and kinetic modeling of the HrdB regulon in Streptomyces coelicolor. Nucleic Acids Res..

[31] Mingyar E (2014). The σ^F^-specific anti-sigma factor RsfA is one of the protein kinases that phosphorylates the pleiotropic anti-anti-sigma factor BldG in *Streptomyces coelicolor* A3(2). Gene.

[32] Sevcikova B, Rezuchova B, Homerova D, Kormanec J (2010). The anti-anti-sigma factor BldG is involved in activation of the stress response sigma factor σ^H^ in *Streptomyces coelicolor* A3(2). J. Bacteriol..

[33] Sevcikova B (2020). Pleiotropic anti-anti-sigma factor BldG is phosphorylated by several anti-sigma factor kinases in the process of activating multiple sigma factors in *Streptomyces coelicolor* A3(2). Gene.

[34] Mazurakova V, Sevcikova B, Rezuchova B, Kormanec J (2006). Cascade of sigma factors in streptomycetes: identification of a new extracytoplasmic function sigma factor σ^J^ that is under the control of the stress-response sigma factor σ^H^ in *Streptomyces coelicolor* A3(2). Arch. Microbiol..

[35] Kelemen GH (1998). Developmental regulation of transcription of *whiE*, a locus specifying the polyketide spore pigment in *Streptomyces coelicolor* A3 (2). J. Bacteriol..

[36] Viollier PH (2003). Specialized osmotic stress response systems involve multiple SigB-like sigma factors in *Streptomyces coelicolor*. Mol. Microbiol..

[37] Cao M, Helmann JD (2004). The *Bacillus subtilis* extracytoplasmic-function σ^X^ factor regulates modification of the cell envelope and resistance to cationic antimicrobial peptides. J. Bacteriol..

[38] Zheng D, Constantinidou C, Hobman JL, Minchin SD (2004). Identification of the CRP regulon using in vitro and in vivo transcriptional profiling. Nucleic Acids Res..

[39] Campbell EA, Westblade LF, Darst SA (2008). Regulation of bacterial RNA polymerase sigma factor activity: a structural perspective. Curr. Opin. Microbiol..

[40] Gongerowska-Jac M (2021). Global chromosome topology and the two-component systems in concerted manner regulate transcription in *Streptomyces*. mSystems.

[41] Hahn MY, Bae JB, Park JH, Roe JH (2003). Isolation and characterization of *Streptomyces coelicolor* RNA polymerase, its sigma, and antisigma factors. Methods Enzymol..

[42] Homerova D, Sevcikova B, Rezuchova B, Kormanec J (2012). Regulation of an alternative sigma factor σ^I^ by a partner switching mechanism with an anti-sigma factor PrsI and an anti-anti-sigma factor ArsI in *Streptomyces coelicolor* A3(2). Gene.

[43] Rodriguez Ayala F, Bartolini M, Grau R (2020). The stress-responsive alternative sigma factor SigB of *Bacillus subtilis* and its relatives: an old friend with new functions. Front. Microbiol..

[44] Bentley SD (2002). Complete genome sequence of the model actinomycete *Streptomyces coelicolor* A3(2). Nature.

[45] Finn RD (2014). Pfam: the protein families database. Nucleic Acids Res..

[46] Arndt, W. in *2018 IEEE International Parallel and Distributed Processing Symposium Workshops (IPDPSW)*. 239–246 (2018).

[47] Guindon S (2010). New algorithms and methods to estimate maximum-likelihood phylogenies: assessing the performance of PhyML 3.0. Syst. Biol..

[48] Bailey TL (2009). MEME SUITE: tools for motif discovery and searching. Nucleic Acids Res..

[49] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat. Biotechnol..

[50] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[51] Risso D, Ngai J, Speed TP, Dudoit S (2014). Normalization of RNA-seq data using factor analysis of control genes or samples. Nat. Biotechnol..

[52] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with *DESeq2*. Genome Biol..

[53] Li H (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

# Supplementary material for: RIViT-seq enables systematic identification of regulons of transcriptional machineries
**Source:** Nat Commun. 2022 Jun 17;13:3502. doi: 10.1038/s41467-022-31191-w
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Information

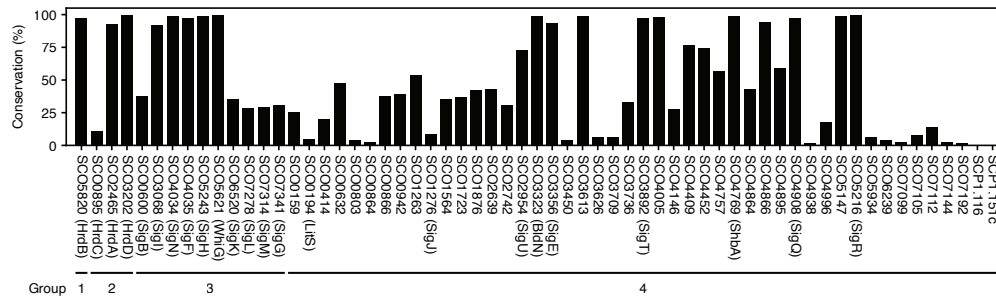

Supplementary Figure 1. Conservation of the *Streptomyces coelicolor* A3(2) sigma factors in streptomycetes and the group (or subfamily) assignment of sigma factors. The sigma factors with prefix “SCO” and “SCP” are encoded on the chromosome and the plasmids, respectively.

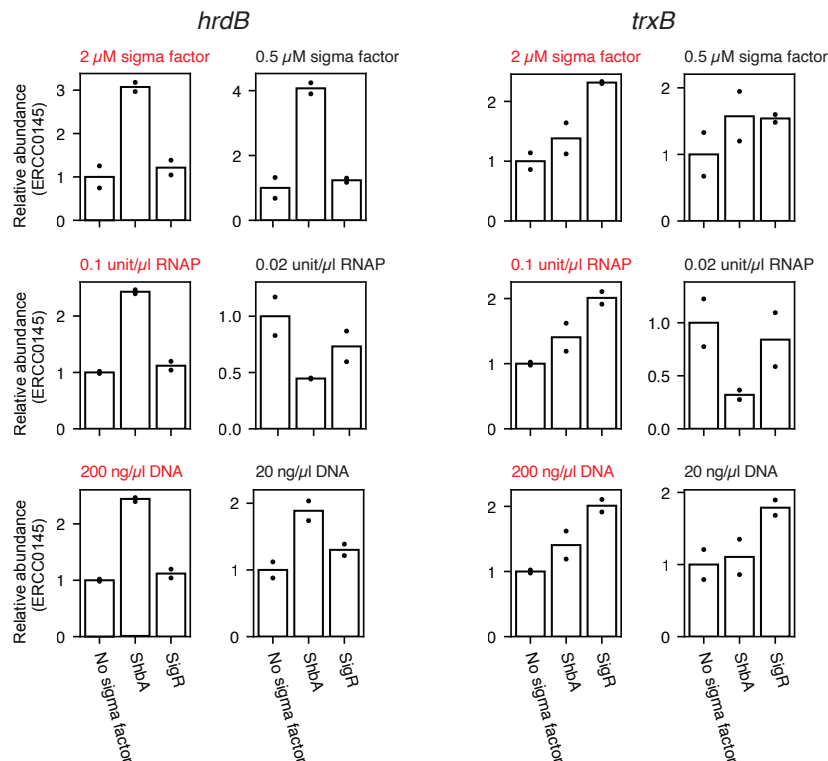

Supplementary Figure 2. Optimisation of the *in vitro* transcription assay with ShbA and SigR. The varying concentrations of the sigma factor, RNA polymerase core enzyme and genomic DNA were tested. The ERCC0145 was used as the normalisation control. Values are relative abundances of the *hrdB* and *trxB* transcripts of the samples with ShbA or SigR compared to the mean abundance of the “No sigma factor” samples. Error bars are standard deviations ($n = 2$ independent experiments). Conditions shown in red are those optimal for RIVit-seq.

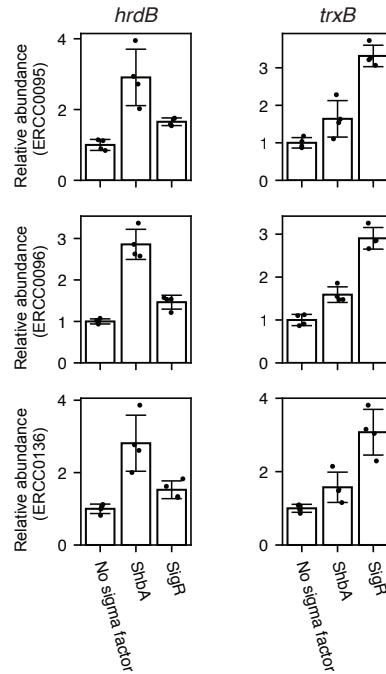

Supplementary Figure 3. Verification of the *in vitro* transcription assays with ShbA and SigR by quantitative RT-PCR. The relative quantities of the *hrdB* and *trxB* transcripts were analysed. The ERCC0095, ERCC0096 and ERCC0136 transcripts were used as the normalisation control. Values are relative abundances of the *hrdB* and *trxB* transcripts of the samples with ShbA or SigR compared to the mean abundance of the “No sigma factor” samples. Error bars are standard deviations ($n = 4$ independent experiments).

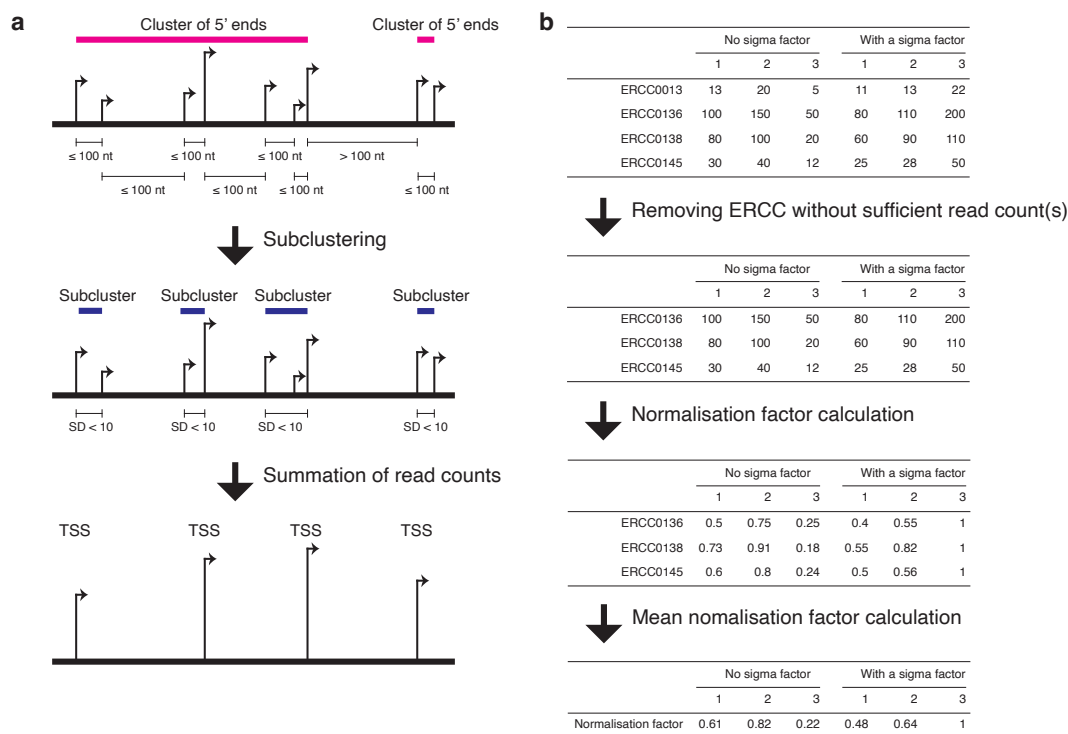

Supplementary Figure 5. Schemes of the TSS identification procedure. **a.** Clustering, subclustering and read count calculation of 5'-ends. Bent arrows indicate the 5'-ends of transcripts identified by 5'-end sequencing. **b.** Calculation of normalisation factors. The ERCC0013 had the read count smaller than 10 in the 3rd replicate of the "No sigma factor" sample. Therefore, ERCC0013 is excluded for the normalisation factor calculation in this example.

Supplementary Table 1. Previously characterised sigma factors.

Locus tag	Symbol	Organism ^a	Regulon ^b	Reference
SCO0194	LitS	<i>S. coelicolor</i>	<i>crt</i>	2
SCO0600	SigB	<i>S. coelicolor</i>	<i>sigB, catB</i>	3
SCO0895	HrdC	<i>S. coelicolor</i>	ND	4
SCO1276	SigJ	<i>S. coelicolor</i>	ND	5
SCO2465	HrdA	<i>S. coelicolor</i>	ND	4
SCO2954	SigU	<i>S. coelicolor</i>	ND	6
SCO3068	SigI	<i>S. coelicolor</i>	ND	7
SCO3202	HrdD	<i>S. coelicolor</i>	<i>actII-ORF4, redD, whiB</i>	4,8,9
SCO3323	BldN	<i>S. coelicolor</i><br><i>S. venezuelae</i><br><i>S. griseus</i>	<i>bldM, chp, rdl, rsbN^c</i>	10-12
SCO3356	SigE	<i>S. coelicolor</i>	Cell envelope stress response	13-15
SCO3892	SigT	<i>S. coelicolor</i>	<i>clpPIP2</i>	16
SCO4005		<i>S. coelicolor</i>	ND	17
SCO4034	SigN	<i>S. coelicolor</i>	ND	18,19
SCO4035	SigF	<i>S. coelicolor</i>	<i>sspA</i>	20,21
SCO4452		<i>S. venezuelae</i>	ND	22
SCO4757		<i>S. venezuelae</i>	ND	22
SCO4769	ShbA	<i>S. griseus</i>	<i>hrdB^d</i>	23
SCO4908	SigQ	<i>S. coelicolor</i>	ND	24
SCO5216	SigR	<i>S. coelicolor</i>	Thiol-oxidative stress response	25-27
SCO5243	SigH	<i>S. coelicolor</i><br><i>S. griseus</i>	<i>ssgB, gltB, prsH/rshA, sigJ</i>	5,28-30
SCO5621	WhiG	<i>S. coelicolor</i><br><i>S. venezuelae</i>	<i>whiH, whiF^e</i>	31,32
SCO5820	HrdB	<i>S. avermitilis</i><br><i>S. coelicolor</i><br><i>S. griseus</i>	Housekeeping genes	9,23,33-36
SCO6520	SigK	<i>S. coelicolor</i>	ND	37
SCO7278	SigL	<i>S. coelicolor</i>	ND	38
SCO7314	SigM	<i>S. coelicolor</i>	ND	38,39
SCO7341	SigG	<i>S. coelicolor</i>	ND	40

^aOrganism in which the sigma factor was characterized.

^bGeneral category if more than 5 target genes/transcriptional units are known. ND: Not determined.

^cMajority of target genes of BldN only confirmed in *Streptomyces venezuelae*.

^dTarget gene of ShbA only confirmed in *Streptomyces griseus*.

^eTarget genes of WhiG only confirmed in *S. venezuelae*.

Supplementary Table 2. Cloning and purification.

Locus tag	Primer ^a	Primer ^b	Cloned	Purified
SCO0159	5' linker-ATCCGCGTGGACAGCACC GCCACTG	3' linker-CCACTGGGCGATGAGCGGGAAGTTT	+	–
SCO0159_dC	5' linker-ATCCGCGTGGACAGCACC GCCACTG	3' linker-CGAGGTGCGAGCGGCGAGGA ACTCTTC	+	–
SCO0194	5' linker-AACACGCGTACACGACC GACCACCAC	3' linker-GACACACGTGTCATGTGCGGCGCCC	+	–
SCO0414	5' linker-GGGACGGCTGGGACGAGTACC GACG	3' linker-GCCTACCCACGGCCCCAGCTTCTCG	+	–
SCO0414_dC	5' linker-GGGACGGCTGGGACGAGTACC GACG	3' linker-GGTCTGCCACGCCTCCTTGACCTGC	+	–
SCO0600	5' linker-ACGACGACGACC GCGGAGCCACCG	3' linker-GGTGGTGCTGAGCATGCCTTCCCCG	+	–
SCO0632	5' linker-AAGGAAGCCGTGCACATCGGCAG	3' linker-CGCGCTCACCCCCAGGCAGTCACGG	+	–
SCO0803	5' linker-CGGGGACAGGGCGACATGCGGGGAG	3' linker-GGCCTCCAGCCCGGACACGTCCAAC	+	–
SCO0803_dC	5' linker-CGGGGACAGGGCGACATGCGGGGAG	3' linker-GGCGCGGCTGGCGGCGAGGAACGCC	+	–
SCO0864	5' linker-ACCCCTGCCCCGCCACC GCGACCG	3' linker-GGCCGCGGCCCGCTCCACCGGGTGG	+	+
SCO0866	5' linker-ATCAGTCCAGCCCTGTCCGCCGCATG	3' linker-GGCCGAAGCCCTCTGAGCGGCGGGC	+	–
SCO0895	5' linker-GCGCCACGGCACGCACACCGACGG	3' linker-GCTCGCCAGTCCAGCAGGCGTTCC	+	–
SCO0942	5' linker-ACGGCCGGAATCACCCTCACGGACAC	3' linker-CCGCAGGTGCGGCGGCGTATCCCGGT	+	–
SCO1263	5' linker-ACCACCGACACCGCGACCGACGTC	3' linker-GAGAACACCGGCCAGCGATAACAGT	+	–
SCO1263_dC	5' linker-ACCACCGACACCGCGACCGACGTC	3' linker-CTCGGCAGCGGCGGCGAGGAAGCGCTCG	+	–
SCO1276	5' linker-GCCGAACAAATGGAAAGTCGGCCGC	3' linker-TCGGGCGCAGCCTTCCAAGGCTTTC	+	–
SCO1564	5' linker-ACGCACGACCTGGTCACCTCCCTGC	3' linker-GCCCGCCGCAACCTCCGGCGTCAGC	+	–
SCO1723	5' linker-GCGGGCGACCGGGTGGCGGCGGACG	3' linker-TGCGACGCCGCCAGGCACTCGCGC	–	–
SCO1876	5' linker-GGGACAGTCGTCGACGACGCCGCCG	3' linker-CCGGGCCCCCTCCC GCGTCTCACCG	+	–
SCO2465	5' linker-CGAGGCGGACAGCGGCGAGCGAGCC	3' linker-GTCCAGGTAGCCCCCTCAGCTGGTCC	+	–
SCO2639	5' linker-ACGTACGCCTCGCGCCGAAAGGCGG	3' linker-CACCACCTCGTCCTCGTGCAGGCGG	+	–
SCO2742	5' linker-CACGAGACACCGCCGGAACCGAACG	3' linker-CCGGCTCAGGCTCGCCTCCTCACGC	+	+
SCO2742_dC	5' linker-CACGAGACACCGCCGGAACCGAACG	3' linker-CGTCTCGACCGCACGTTGGAAGGCC	+	+
SCO2954	5' linker-GGCGTGCGCAAGGATTCCGTCGTGG	3' linker-CGCCGTACCCCCCGCTCCTCCAGA	+	–
SCO3068	5' linker-TCACCCCGGCTCGACGGATCGCGTAC	3' linker-CTCCTCGACCGTGAGCCCCCTTGCGC	+	+
SCO3202	5' linker-GCAACCCGTGCCGTGCCCCGTGTAAG	3' linker-GGCCGCCGCTCGAAGCCGGTGTCG	+	–
SCO3323	5' linker-TACCCACACGTCGGGGTTGAC	3' linker-GCGGGCGTCGTCGGGGAGCAGC	+	–

SCO3323_dN	5'linker-ATGGAGCTGGTCGAGCGGGCC	3'linker-GCGGGCGTCGTCGGGGAGCAGC	+	-
SCO3356	5'linker-GGCGAGGTGCTCGAGTTCGAGGAG	3'linker-GGCCGCGCAACGCTCCCCGCTCCTCA	+	-
SCO3450	5'linker-GAATGCGGGTCAGGCAGAGGGGGTTTC	3'linker-CATCACACCTCGCTTGGGCGCCAGT	+	-
SCO3613	5'linker-CCGGTGATCGCGCCGATGCCCCGAG	3'linker-TGCGGGAGCCTCCATGGCCACCCTG	+	-
SCO3626	5'linker-CCCGCACGATCCGACGACATGGCCC	3'linker-GCCTATGCCCCGTGATGTCCAGTTCG	+	+
SCO3626_dC	5'linker-CCCGCACGATCCGACGACATGGCCC	3'linker-GCCGCGGGTGGCCGCCAGGTAGGCG	+	-
SCO3709	5'linker-CGACCACCAGACGAACCGCGCACCG	3'linker-GCCATGTGCGACCTCCGGCAGGCGA	+	-
SCO3736	5'linker-AAACGGTCCCGTGACAGGGCGGCGTC	3'linker-AGGCGTGTGGTCAAGGCTTCTCCTC	+	-
SCO3892	5'linker-GCGGGCGGCGCGAGTCATGACGGTG	3'linker-CGCTCGTCCACCTCCGCCCTTCACT	+	-
SCO4005	5'linker-AAGGCACGCCAGCCGGTGCTGCTGC	3'linker-CCGAACGAACCCCAGCTCAGGGTCC	+	-
SCO4034	5'linker-TCCGCAGAACAGGGCAGCTCGAAGG	3'linker-GTCGGAGATGAGACCCTCGCGCAGC	+	-
SCO4035	5'linker-CCGGCCAGTACTGCGCCTCAAGCAC	3'linker-TGCGTCGATCCGGTTCGCGGACCTC	+	+
SCO4146	5'linker-AGCGAAACGAGAAGCGACGGGGAGC	3'linker-TGCCAGCGCCTCCCGCAGCTGCCGG	+	-
SCO4409	5'linker-GCGAAGAGAGACGTGCCGCCGCGCTG	3'linker-TGCCGCACCCCCGTACCCGGGCGGA	+	-
SCO4452	5'linker-GACGAGGCCCTGGTCAGGAGCCTCAC	3'linker-CCGGCGCCCACGGCGACGGGAGTTG	+	-
SCO4452_dC	5'linker-GACGAGGCCCTGGTCAGGAGCCTCAC	3'linker-GGAGTAGCCCTCGTTGAAGACGAGG	+	-
SCO4757	5'linker-GAAGCACAGCCC GCCGCGGCCTTCG	3'linker-ACCACCGGTCGCCTCTTGCGCCCGG	+	-
SCO4757_dC	5'linker-GAAGCACAGCCC GCCGCGGCCTTCG	3'linker-GTAGCCCTCGTTGAAGATCAGGTAG	+	-
SCO4769	5'linker-CGTGACGACGATGCGCCCCCG	3'linker-CTGCTCCGCCAGCGCCCGCAG	+	+
SCO4864	5'linker-ACCTTGGGGGGCGCGCATCGGAGCG	3'linker-TGTCGACTCCCCCAGCGTCCTGGGA	+	-
SCO4866	5'linker-CTGGGGGACGACGCGGAGCTGACCG	3'linker-CATGTCCTTCTGCGTCCGCGCACGC	+	-
SCO4895	5'linker-ACCAACGGCACCGTGACGACGGAGC	3'linker-CTGGACCTCGTCGGCCTCCGCTTCG	+	+
SCO4895_dC	5'linker-ACCACCCGATCCGCGCCGGTCACCG	3'linker-GCCCTCGAAGGCCGCGACATACCGC	+	-
SCO4908	5'linker-ACGGTGGTTGACGCGAACACGGGGG	3'linker-GGCGACCAAGTTCGCCGAAGGCGTCC	+	-
SCO4938	5'linker-ACCACCCGATCCGCGCCGGTCACCG	3'linker-CGCGGCCGGGGCCGTCGCCCAGGAG	+	-
SCO4938_dC	5'linker-AGGGACGGGGACGGGCCGGTGCGGG	3'linker-GGTCTCCCAGGCCCGCTTGAGATCG	+	-
SCO4996	5'linker-AGGCAGGGGCGGGCGGACGAGTACG	3'linker-GGGTCTGGCGTACTCCGAGAGGTCC	+	-
SCO5147	5'linker-AACGACACCGCTGCTGACCACAGCC	3'linker-CGCGCTCGTGCCCCCTCCTCCCAGT	+	-
SCO5216	5'linker-GGTCCGGTCACTGGGACCGAC	3'linker-TGACCCCCGAGCCTTTCGCTTC	+	+

SCO5243	5' linker-AGGGACGGGGACGGGCCGGTGCGGG	3' linker-CTCCTCGACGAGCAGCTTCTCCCGC	+	+
SCO5243_dN	5' linker-CGGCACGACCCGCAGGACCGCAGCG	3' linker-CTCCTCGACGAGCAGCTTCTCCCGC	+	+
SCO5621	5' linker-CCCCAGCACACCTCCGGGTCCGACC	3' linker-GCGGCCGAAACCCGCAAGTTTGGCG	+	-
SCO5820	5' linker-TCGGCCAGCACATCCCGTAC	3' linker-GTCGAGGTAGTCGCGCAGCAC	+	+
SCO5820_dN	5' linker-CCCAGGGTACCGAGAACGCGG	3' linker-GTCGAGGTAGTCGCGCAGCAC	+	+
SCO5934	5' linker-TCCGACCGGGAGCTGTGGGCGAGGG	3' linker-TCGTGCGACCTCCTTCTCGTTGACG	+	-
SCO6239	5' linker-CCGGAAGACACACCTGCGGAATCCG	3' linker-GTCGAGTGGCCAATTCGTCAGCTTC	+	+
SCO6239_dC	5' linker-CCGGAAGACACACCTGCGGAATCCG	3' linker-TCCGACAGTTGCGTCACGGAAAGCC	+	-
SCO6520	5' linker-CCGATCCACGCCAGCGTGAAGCACC	3' linker-CGCC'TGCGGACCCGGATCCCGCAGG	+	+
SCO7099	5' linker-GGTGGAACCGGTGACACGACACCGC	3' linker-CACGTGCCCCGACCGCTCCGTGTCCG	+	-
SCO7099_dC	5' linker-GGTGGAACCGGTGACACGACACCGC	3' linker-GAGCACGCAGGCCTGCCGGACGGCG	+	+
SCO7105	5' linker-GCAGGCGACCTGAGCGAGGCCGTTTC	3' linker-GACGCAGAGGGCCGCCACGGACCGG	+	-
SCO7105_dC	5' linker-GCAGGCGACCTGAGCGAGGCCGTTTC	3' linker-CTGCCGGGCGGCGGCCACGAACGTC	+	-
SCO7112	5' linker-CACGCTGGCGCCCCACCCGGCACCC	3' linker-GTCCCGCAGGGAAGCCACGTAGGGC	+	-
SCO7112_dC	5' linker-CACGCTGGCGCCCCACCCGGCACCC	3' linker-CGTCCGCGCCGCGGAGAGGAAGACC	+	-
SCO7144	5' linker-TCCGCGCCCAGCCCGGAGACCACCAC	3' linker-CGCGGCCTGACGGGCCGGGACGTGC	+	-
SCO7192	5' linker-GGCGCCAAGAGGGTTGGGCAACACG	3' linker-TGCGGCCTCGTAGTCTCTCGGCCCCG	+	-
SCO7278	5' linker-CAGACCGCCGTGGTCCGTCCGCAAG	3' linker-GGCGCAGCCGAGTTCGCCCAGCATG	+	-
SCO7314	5' linker-CTCATAGAAACGCCACCATCCGTC	3' linker-CCTGCTGTGTCCCCGTGATCCTTG	+	-
SCO7341	5' linker-CGTGTCGCCGGCAGAACCCAGCCCC	3' linker-GCGGGCCTCCGCCAGGATCTCTCTCA	+	-

Supplementary Table 3. Direct target genes of SCO0864.

Target genes	Symbol	Annotation	Fold change ^a	Adjusted P value ^a
SCO4415		hypothetical protein	2.18	3.95×10^{-7}
SCO4693		hypothetical protein	2.08	3.5×10^{-15}
SCO4694		hypothetical protein	2.03	5.41×10^{-10}

^aFold changes and adjusted P values were determined by using the *DESeq2* package.

Supplementary Table 4. Direct target genes of SCO2742.

Target genes	Symbol	Annotation	Fold change ^a	Adjusted P value ^a
SCO7189		hypothetical protein	2.2	1.95×10^{-5}

^aFold changes and adjusted P values were determined by using the *DESeq2* package.

Supplementary Table 5. Direct target genes of SCO3068 (SigI).

Target genes	Symbol	Annotation	Fold change ^a	Adjusted P value ^a
SCO0960		hydrolase	2.45	3.39×10^{-24}
SCO1149		hypothetical protein	4.04	3.15×10^{-20}
SCO1221		transcription regulator AsnC	3.91	2.32×10^{-28}
SCO1276	<i>sigJ</i>	RNA polymerase ECF sigma factor	4.58	4.5×10^{-34}
SCO1531	<i>thrS</i>	threonyl-tRNA synthetase	2.04	3.19×10^{-11}
SCO1645		hypothetical protein	3.84	8.48×10^{-30}
SCO1646	<i>pup</i>	prokaryotic ubiquitin-like protein	2.21	0.00081
SCO1746	<i>sal</i>	serine protease	2.33	1.69×10^{-13}
SCO1793		hypothetical protein	4.37	1.2×10^{-42}
SCO2574		hypothetical protein	2.6	0.000352
SCO2870		hypothetical protein	3.17	6.04×10^{-12}
SCO2871		hypothetical protein	2.86	2.77×10^{-17}
SCO3424		regulator	2.16	1.41×10^{-5}
SCO3549	<i>bldG</i>	anti-sigma factor antagonist	2.16	1.51×10^{-5}
SCO3659		hypothetical protein	3.94	3.25×10^{-33}
SCO3660		hypothetical protein	2.07	1.43×10^{-13}
SCO3793		hypothetical protein	5.4	6.31×10^{-37}
SCO3933		regulatory protein	2.68	2.52×10^{-8}
SCO3987		hypothetical protein	2.15	0.00424
SCO4061		hypothetical protein	2.19	1.18×10^{-6}
SCO4337		integral membrane efflux protein	2.52	3.49×10^{-15}
SCO4421		TetR family transcriptional regulator	2.71	8.13×10^{-21}
SCO4514		hypothetical protein	2.17	1.62×10^{-6}
SCO4515		hypothetical protein	3.79	3.84×10^{-48}
SCO4563	<i>nuoB</i>	NADH dehydrogenase subunit B	2.7	1.14×10^{-8}
SCO4602	<i>nuoH2</i>	NADH dehydrogenase subunit NuoH2	2.04	2.68×10^{-7}
SCO4630		hypothetical protein	2.12	1.9×10^{-14}
SCO4648	<i>rplK</i>	50S ribosomal protein L11	2.08	2.87×10^{-5}
SCO4653	<i>rplL</i>	50S ribosomal protein L7/L12	2.29	2.23×10^{-5}
SCO5023		hypothetical protein	3.28	4.15×10^{-26}
SCO5085	<i>actII-4</i>	actinorhodin operon activator protein	3.08	1.11×10^{-24}
SCO5190	<i>wblC</i>	DNA-binding protein	2.55	1.16×10^{-6}
SCO5774	<i>gluD</i>	glutamate permease	2.14	1.0×10^{-9}
SCO5776	<i>gluB</i>	glutamate binding protein	2.24	5.93×10^{-13}
SCO5812	<i>rnhB</i>	ribonuclease HII	2.11	3.24×10^{-6}
SCO6269	<i>cpkPb</i>	2-oxoglutarate ferredoxin oxidoreductase subunit β	2.67	2.34×10^{-6}
SCO6633		transcriptional regulator	2.85	2.46×10^{-26}
SCO7199		hypothetical protein	2.13	0.00203
SCO7781		pseudogene, transposase remnant	2.58	5.33×10^{-8}
SCO7802			2.05	9.57×10^{-8}

^aFold changes and adjusted P values were determined by using the *DESeq2* package.

Supplementary Table 6. Direct target genes of SCO4035 (SigF).

Target genes	Symbol	Annotation	Fold change ^a	Adjusted P value ^a
<i>SCO1276</i>	<i>sigJ</i>	RNA polymerase ECF sigma factor	2.31	1.43×10^{-11}
<i>SCO4187</i>		hypothetical protein	2.69	4.92×10^{-19}
<i>SCO4189</i>		hypothetical protein	2.48	2.38×10^{-9}

^aFold changes and adjusted P values were determined by using the *DESeq2* package.

Supplementary Table 7. Direct target genes of SCO4769 (ShbA).

Target genes	Symbol	Annotation	Fold change ^a	Adjusted P value ^a
<i>SCO4769</i>	<i>shbA</i>	RNA polymerase sigma factor ShbA	9.4	5.88×10^{-99}
<i>SCO5820</i>	<i>hrdB</i>	RNA polymerase sigma factor HrdB	2.25	1.04×10^{-15}

^aFold changes and adjusted P values were determined by using the *DESeq2* package.

Supplementary Table 8. Direct target genes of SCO4895.

Target genes	Symbol	Annotation	Fold change ^a	Adjusted P value ^a
<i>SCO0108</i>		hypothetical protein	2.2	1.96×10^{-5}
<i>SCO0874</i>		hypothetical protein	2.19	1.26×10^{-5}
<i>SCO0875</i>		transcription regulator ArsR	3.5	7.55×10^{-5}
<i>SCO1793</i>		hypothetical protein	2.4	7.35×10^{-8}
<i>SCO4512</i>		hypothetical protein	2.5	3.08×10^{-7}
<i>SCO4513</i>		hypothetical protein	2.31	3.53×10^{-9}
<i>SCO4514</i>		hypothetical protein	2.27	4.33×10^{-7}
<i>SCO4515</i>		hypothetical protein	2.17	2.44×10^{-9}
<i>SCO5646</i>		solute binding lipoprotein	2.36	6.43×10^{-11}
<i>SCO5718</i>		hypothetical protein	2.1	9.03×10^{-9}
<i>SCO5907</i>		hypothetical protein	2.1	0.00423
<i>SCO6404</i>		hypothetical protein	2.32	0.000315
<i>SCO7771</i>		pseudogene, conserved hypothetical protein	2.04	9.66×10^{-6}
<i>SCO7787</i>		hypothetical protein	2.74	7.07×10^{-9}
<i>SCO7788</i>		hypothetical protein	2.7	0.00265

^aFold changes and adjusted P values were determined by using the *DESeq2* package.

Supplementary Table 9. Direct target genes of SCO5216 (SigR).

Target genes	Symbol	Annotation	Fold change ^a	Adjusted P value ^a
<i>SCO0242</i>		hypothetical protein	2.39	8.98×10^{-7}
<i>SCO0562</i>		hypothetical protein	2.55	1.8×10^{-18}
<i>SCO0641</i>		tellurium resistance protein	2.16	6.13×10^{-8}
<i>SCO0680</i>		transmembrane efflux protein	2.02	6.74×10^{-8}
<i>SCO0875</i>		transcription regulator ArsR	3.32	8.58×10^{-6}
<i>SCO0877</i>		transcriptional regulator	3.26	5.37×10^{-7}
<i>SCO1089</i>		hypothetical protein	2.19	1.92×10^{-12}
<i>SCO1200</i>		regulatory protein	2.02	9.28×10^{-5}
<i>SCO1421</i>	<i>rbpA</i>	RNA polymerase-binding protein RbpA	3.29	1.47×10^{-26}
<i>SCO1429</i>	<i>chiD</i>	chitinase	2.1	1.98×10^{-10}
<i>SCO1598</i>	<i>rplT</i>	50S ribosomal protein L20	3.02	1.37×10^{-8}
<i>SCO1793</i>		hypothetical protein	3.67	3.81×10^{-34}
<i>SCO1814</i>	<i>fabI/inhA</i>	enoyl-ACP reductase	2	1.7×10^{-5}
<i>SCO1839</i>		transcriptional regulator	2.23	0.00087
<i>SCO1864</i>	<i>ectA</i>	L-2,4-diaminobutyrate acetyltransferase	2.26	2.5×10^{-10}
<i>SCO1995</i>		hypothetical protein	2.41	4.85×10^{-6}
<i>SCO1997</i>	<i>aspI</i>	actinobacteria-specific protein	3.41	2.78×10^{-32}
<i>SCO2303</i>		hypothetical protein	2.77	2.42×10^{-8}
<i>SCO2493</i>		hypothetical protein	2.33	1.95×10^{-12}
<i>SCO2610</i>	<i>mreC</i>	rod shape-determining protein MreC	2.62	3.17×10^{-20}
<i>SCO2676</i>		hypothetical protein	2.09	0.000124
<i>SCO3043</i>		hypothetical protein	2.11	1.35×10^{-11}

SCO3202	<i>hrdD</i>	RNA polymerase principal sigma factor	4.28	4.45×10 ⁻⁵⁰
SCO3270		hypothetical protein	2.02	1.42×10 ⁻⁷
SCO3429	<i>rpmB</i>	50S ribosomal protein L28	2.31	1.91×10 ⁻⁵
SCO3506		LacI family transcriptional regulator	2.05	1.95×10 ⁻⁹
SCO3536			2.91	7.46×10 ⁻⁸
SCO3596	<i>vanX</i>	D-alanine:D-alanine dipeptidase	2.21	1.67×10 ⁻⁸
SCO3793		hypothetical protein	3.25	2.66×10 ⁻¹⁷
SCO3810		GntR family transcriptional regulator	3.19	8.24×10 ⁻¹⁵
SCO3890	<i>trxB</i>	thioredoxin reductase	2.67	5.43×10 ⁻²⁵
SCO3954		short chain dehydrogenase	2.06	9.99×10 ⁻¹²
SCO4061		hypothetical protein	2.15	1.51×10 ⁻⁷
SCO4198		DNA-binding protein	2.25	6.17×10 ⁻⁶
SCO4212		hypothetical protein	2.87	3.96×10 ⁻¹⁹
SCO4213		hypothetical protein	2.15	2.03×10 ⁻¹⁴
SCO4465		hypothetical protein	2.65	3.44×10 ⁻¹³
SCO4498		proton transport protein	2.16	3.59×10 ⁻¹¹
SCO4514		hypothetical protein	2.38	1.98×10 ⁻¹⁰
SCO4599	<i>nuoA2</i>	NADH dehydrogenase subunit NuoA2	2.06	1.07×10 ⁻⁵
SCO4835		hypothetical protein	2.37	4.46×10 ⁻⁸
SCO4997		hypothetical protein	2.16	0.000303
SCO5163		hypothetical protein	12.25	5.46×10 ⁻¹²⁰
SCO5178	<i>moeB</i>	adenylyltransferase/sulfurtransferase MoeZ	4.19	6.79×10 ⁻⁵⁶
SCO5240	<i>wblE</i>	hypothetical protein	2.09	1.19×10 ⁻⁵
SCO5287		MarR family transcriptional regulator	2.08	1.48×10 ⁻⁵
SCO5359	<i>rpmE1</i>	50S ribosomal protein L31	2.97	9.32×10 ⁻¹⁰
SCO5365		transferase	2.39	1.27×10 ⁻¹⁷
SCO5619		hypothetical protein	2.89	9.48×10 ⁻¹⁸
SCO5634		hypothetical protein (pseudogene)	2.22	7.69×10 ⁻⁷
SCO5639		hypothetical protein	2.22	1.24×10 ⁻⁸
SCO5796	<i>hflX</i>	hypothetical protein	2.77	5.15×10 ⁻²³
SCO5837		zinc protease	2.27	2.81×10 ⁻¹⁴
SCO5900		hypothetical protein	2.85	2.53×10 ⁻²⁷
SCO6246	<i>allR</i>	transcriptional regulator for glyoxylate bypass	2.59	1.42×10 ⁻¹¹
SCO6247	<i>allB</i>	allantoinase	2.02	1.3×10 ⁻⁶
SCO6269	<i>cpkPb</i>	2-oxoglutarate ferredoxin oxidoreductase	3.43	7.23×10 ⁻¹²
SCO6308		subunit β		
SCO6308		hydrolase	2.73	1.59×10 ⁻¹⁸
SCO6404		hypothetical protein	4.74	2.81×10 ⁻²²
SCO6405		DNA recombinase	2.62	1.16×10 ⁻²⁸
SCO6480		hypothetical protein	2.23	2.0×10 ⁻⁵
SCO6531		ATP/GTP binding protein	2.22	7.41×10 ⁻⁷
SCO6650		hypothetical protein	2.05	0.000616
SCO6863		hypothetical protein	2.11	1.49×10 ⁻⁸
SCO7201		transcriptional regulator	2.37	3.67×10 ⁻⁷
SCO7420	<i>cvnC10</i>	hypothetical protein	2.9	4.61×10 ⁻⁷
SCO7666		zinc-binding oxidoreductase (fragment)	2.3	6.79×10 ⁻¹⁰
SCO7722		hypothetical protein	2.89	1.13×10 ⁻¹¹
SCO7767		DNA-binding protein	2.55	6.84×10 ⁻¹⁷
SCO7787		hypothetical protein	2.72	8.93×10 ⁻¹²
SCO7788		hypothetical protein	3.47	8.29×10 ⁻⁸

^aFold changes and adjusted P values were determined by using the *DESeq2* package.

Supplementary Table 10. Direct target genes of SCO5243 (SigH).

Target genes	Symbol	Annotation	Fold change ^a	Adjusted P value ^a
SCO1149		hypothetical protein	2.76	2.91×10 ⁻⁹
SCO1276	<i>sigJ</i>	RNA polymerase ECF sigma factor	5.49	1.78×10 ⁻⁶²
SCO1644	<i>prcB</i>	20S proteasome subunit β	2.01	1.23×10 ⁻⁵

SCO1645		hypothetical protein	2.87	9.76×10 ⁻²²
SCO1793		hypothetical protein	3.61	3.77×10 ⁻³¹
SCO1863		hypothetical protein	6.05	4.91×10 ⁻⁴²
SCO2352		hypothetical protein	2.42	0.00463
SCO2627		ribose-5-phosphate isomerase B	2.39	9.68×10 ⁻⁸
SCO2870		hypothetical protein	2.26	8.73×10 ⁻⁶
SCO2871		hypothetical protein	2.08	1.59×10 ⁻⁸
SCO3484		sugar-binding protein	2.5	2.15×10 ⁻¹⁶
SCO3793		hypothetical protein	3.52	1.69×10 ⁻¹⁷
SCO3955		hypothetical protein	2.16	4.49×10 ⁻⁸
SCO4187		hypothetical protein	5.1	5.82×10 ⁻⁶⁴
SCO4189		hypothetical protein	5.6	4.12×10 ⁻³⁶
SCO4346		hypothetical protein	2.98	5.48×10 ⁻⁵⁰
SCO4512		hypothetical protein	2.56	1.59×10 ⁻⁸
SCO4513		hypothetical protein	2.34	1.14×10 ⁻¹⁰
SCO4514		hypothetical protein	2.28	2.63×10 ⁻⁹
SCO4515		hypothetical protein	2.78	1.68×10 ⁻³¹
SCO4516		hypothetical protein	2.29	5.21×10 ⁻⁹
SCO5023		hypothetical protein	2.11	2.68×10 ⁻¹⁴
SCO5190	<i>wblC</i>	DNA-binding protein	2.04	0.000348
SCO5243	<i>sigH</i>	RNA polymerase sigma factor	571.49	0
SCO5646		solute binding lipoprotein	2.2	1.01×10 ⁻¹³
SCO6317		hypothetical protein	2.57	7.19×10 ⁻⁹
SCO7189		hypothetical protein	2.63	1.88×10 ⁻⁸

^aFold changes and adjusted P values were determined by using the *DESeq2* package.

Supplementary Table 11. Direct target genes of SCO5820 (HrdB).

Target genes	Symbol	Annotation	Fold change ^a	Adjusted P value ^a
SCO7031	<i>bxlA</i>	β-D-xylosidase	2.98	0.000454

^aFold changes and adjusted P values were determined by using the *DESeq2* package.

Supplementary Table 12. Direct target genes of SCO6239.

Target genes	Symbol	Annotation	Fold change ^a	Adjusted P value ^a
SCO4693		hypothetical protein	2.04	3.91×10 ⁻¹⁰
SCO6261		hypothetical protein	2.29	0.00532

^aFold changes and adjusted P values were determined by using the *DESeq2* package.

Supplementary Table 13. Direct target genes of SCO6520 (SigK).

Target genes	Symbol	Annotation	Fold change ^a	Adjusted P value ^a
SCO0904		hypothetical protein	2.29	0.00891
SCO5190	<i>wblC</i>	DNA-binding protein	2.15	4.84×10 ⁻⁵

^aFold changes and adjusted P values were determined by using the *DESeq2* package.

Supplementary Table 14. Direct target genes of SCO2742 ΔC.

Target genes	Symbol	Annotation	Fold change ^a	Adjusted P value ^a
SCO0875		transcription regulator ArsR	2.52	0.0037
SCO1793		hypothetical protein	2.08	1.35×10 ⁻¹⁰
SCO2562	<i>lepA</i>	GTP-binding protein LepA	2.07	1.62×10 ⁻¹⁸
SCO3890	<i>trxB</i>	thioredoxin reductase	2.27	3.81×10 ⁻¹⁷
SCO3955		hypothetical protein	2.28	6.32×10 ⁻¹²
SCO5619		hypothetical protein	2.2	6.37×10 ⁻¹⁰
SCO7788		hypothetical protein	2.15	0.00789

^aFold changes and adjusted P values were determined by using the *DESeq2* package.

Supplementary Table 15. Direct target genes of SCO5243 (SigH) Δ N.

Target genes	Symbol	Annotation	Fold change ^a	Adjusted P value ^a
SCO0858		hypothetical protein	2.59	2.57×10^{-17}
SCO0875		transcription regulator ArsR	3.11	0.000156
SCO0960		hydrolase	2.07	1.94×10^{-17}
SCO1221		transcription regulator AsnC	2.57	1.78×10^{-15}
SCO1276	<i>sigJ</i>	RNA polymerase ECF sigma factor	7.05	3.72×10^{-94}
SCO1277		hypothetical protein	3.55	1.67×10^{-16}
SCO1278		ATP/GTP-binding protein	2.3	2.21×10^{-15}
SCO1279		hypothetical protein	2.23	9.03×10^{-7}
SCO1645		hypothetical protein	3.05	4.62×10^{-22}
SCO1793		hypothetical protein	3.48	4.81×10^{-26}
SCO1863		hypothetical protein	6.34	2.01×10^{-12}
SCO2563	<i>rpsT</i>	30S ribosomal protein S20	2.53	9.22×10^{-9}
SCO2627		ribose-5-phosphate isomerase B	2.54	6.13×10^{-11}
SCO2870		hypothetical protein	2.19	3.62×10^{-5}
SCO2871		hypothetical protein	2.51	9.76×10^{-17}
SCO3557		septum site determining protein	2.37	1.95×10^{-11}
SCO3793		hypothetical protein	3.09	4.05×10^{-15}
SCO3889	<i>trxA</i>	thioredoxin	2.09	1.03×10^{-8}
SCO3930		hypothetical protein	2.19	1.43×10^{-10}
SCO4187		hypothetical protein	5.7	8.01×10^{-73}
SCO4189		hypothetical protein	8.12	1.05×10^{-71}
SCO4337		integral membrane efflux protein	2.59	2.57×10^{-17}
SCO4398		hypothetical protein	2.17	4.05×10^{-5}
SCO4512		hypothetical protein	2.49	6.17×10^{-10}
SCO4513		hypothetical protein	2.14	3.21×10^{-9}
SCO4514		hypothetical protein	2.16	2.37×10^{-7}
SCO4515		hypothetical protein	2.82	1.6×10^{-31}
SCO4516		hypothetical protein	2.04	5.03×10^{-6}
SCO5023		hypothetical protein	2.49	3.25×10^{-22}
SCO5190	<i>wblC</i>	DNA-binding protein	2.13	0.000264
SCO6378		hypothetical protein	2.05	0.000166
SCO6633		transcriptional regulator	2.1	2.68×10^{-13}
SCO7189		hypothetical protein	2.07	0.000433

^aFold changes and adjusted P values were determined by using the *DESeq2* package.

Supplementary Table 16. Direct target genes of SCO5820 (HrdB) Δ N.

Target genes	Symbol	Annotation	Fold change ^a	Adjusted P value ^a
SCO1428	<i>acd</i>	acyl-CoA dehydrogenase	2.86	7.56×10^{-26}
SCO1699		transcriptional regulator	2.18	7.98×10^{-6}
SCO2252		hypothetical protein	4.53	1.21×10^{-13}
SCO3092		oxidoreductase	2.06	7.36×10^{-31}
SCO3464		hypothetical protein	2.45	4.43×10^{-16}
SCO3793		hypothetical protein	2.16	4.05×10^{-9}
SCO4449		hydrolase	3.66	8.58×10^{-37}
SCO4654	<i>rpoB</i>	DNA-directed RNA polymerase subunit β	2.65	2.44×10^{-44}
SCO5366	<i>atpI</i>	ATP synthase I	2.06	1.84×10^{-8}
SCO5519		hypothetical protein	2.73	2.65×10^{-24}
SCO7420	<i>cvnC10</i>	hypothetical protein	2.28	0.00014
SCO7788		hypothetical protein	2.57	2.69×10^{-5}
SCO7789		hypothetical protein	2.46	1.2×10^{-5}
SCO7790		oxidoreductase	2.55	4.39×10^{-9}

^aFold changes and adjusted P values were determined by using the *DESeq2* package.

Supplementary Table 17. Primers used for quantitative RT-PCR.

Name	Sequence (5' to 3')	Gene/transcript
hrdB_F	ATTGAGCGGGGAAAGGCTG	<i>hrdB</i>
hrdB_R	TCGAGGATCTGGTTGAGGCT	<i>hrdB</i>
trxB_F	GAGCTCATGGACAACATGCG	<i>trxB</i>
trxB_R	CGGTGACGGTCTTGATCTCG	<i>trxB</i>
ERCC0095_F	CTTGCCTGCTGCATGTTGTG	ERCC0095
ERCC0095_R	GAGCGATAGCGGTTAAGCCA	ERCC0095
ERCC0096_F	AAACCGACGCAGTTTTGCTC	ERCC0096
ERCC0096_R	ACTGGACACTGCATCGGAAG	ERCC0096
ERCC0136_F	ACAAGTGGCTTAAAGCGTGCG	ERCC0136
ERCC0136_R	TCTTTGCGAAGTCCGAGTCC	ERCC0136
ERCC0145_F	GCCATATCGGCTCGCAAATC	ERCC0145
ERCC0145_R	GAATGCCGAAACCTCCTCCA	ERCC0145

REFERENCES

- 1 Guindon, S. *et al.* New algorithms and methods to estimate maximum-likelihood phylogenies: assessing the performance of PhyML 3.0. *Syst Biol* **59**, 307-321, doi:10.1093/sysbio/syq010 (2010).
- 2 Takano, H., Obitsu, S., Beppu, T. & Ueda, K. Light-induced carotenogenesis in *Streptomyces coelicolor* A3(2): identification of an extracytoplasmic function sigma factor that directs photodependent transcription of the carotenoid biosynthesis gene cluster. *J Bacteriol* **187**, 1825-1832, doi:10.1128/JB.187.5.1825-1832.2005 (2005).
- 3 Cho, Y. H., Lee, E. J., Ahn, B. E. & Roe, J. H. SigB, an RNA polymerase sigma factor required for osmoprotection and proper differentiation of *Streptomyces coelicolor*. *Mol Microbiol* **42**, 205-214, doi:10.1046/j.1365-2958.2001.02622.x (2001).
- 4 Buttner, M. J. & Lewis, C. G. Construction and characterization of *Streptomyces coelicolor* A3(2) mutants that are multiply deficient in the nonessential *hrd*-encoded RNA polymerase sigma factors. *J Bacteriol* **174**, 5165-5167, doi:10.1128/jb.174.15.5165-5167.1992 (1992).
- 5 Mazurakova, V., Sevcikova, B., Rezuchova, B. & Kormanec, J. Cascade of sigma factors in streptomycetes: identification of a new extracytoplasmic function sigma factor σ^I that is under the control of the stress-response sigma factor σ^H in *Streptomyces coelicolor* A3(2). *Arch Microbiol* **186**, 435-446, doi:10.1007/s00203-006-0158-9 (2006).
- 6 Gordon, N. D. *et al.* Secreted-protein response to σ^U activity in *Streptomyces coelicolor*. *J Bacteriol* **190**, 894-904, doi:10.1128/JB.01759-07 (2008).
- 7 Homerova, D., Sevcikova, B., Rezuchova, B. & Kormanec, J. Regulation of an alternative sigma factor σ^I by a partner switching mechanism with an anti-sigma factor PrsI and an anti-anti-sigma factor ArsI in *Streptomyces coelicolor* A3(2). *Gene* **492**, 71-80, doi:10.1016/j.gene.2011.11.011 (2012).
- 8 Fujii, T., Gramajo, H. C., Takano, E. & Bibb, M. J. *redD* and *actII-ORF4*, pathway-specific regulatory genes for antibiotic production in *Streptomyces coelicolor* A3(2), are transcribed *in vitro* by an RNA polymerase holoenzyme containing σ^{hrdD} . *J Bacteriol* **178**, 3402-3405, doi:10.1128/jb.178.11.3402-3405.1996 (1996).
- 9 Kang, J. G., Hahn, M. Y., Ishihama, A. & Roe, J. H. Identification of sigma factors for growth phase-related promoter selectivity of RNA polymerases from *Streptomyces coelicolor* A3(2). *Nucleic Acids Res* **25**, 2566-2573, doi:10.1093/nar/25.13.2566 (1997).
- 10 Bibb, M. J., Molle, V. & Buttner, M. J. σ^{BldN} , an extracytoplasmic function RNA polymerase sigma factor required for aerial mycelium formation in *Streptomyces coelicolor* A3(2). *J Bacteriol* **182**, 4606-4616, doi:10.1128/jb.182.16.4606-4616.2000 (2000).
- 11 Bibb, M. J., Domonkos, A., Chandra, G. & Buttner, M. J. Expression of the chaplin and rodlin hydrophobic sheath proteins in *Streptomyces venezuelae* is controlled by σ^{BldN} and a cognate anti-sigma factor, RsbN. *Mol Microbiol* **84**, 1033-1049, doi:10.1111/j.1365-2958.2012.08070.x (2012).
- 12 Yamazaki, H., Ohnishi, Y. & Horinouchi, S. An A-factor-dependent extracytoplasmic function sigma factor (σ^{AdsA}) that is essential for morphological development in *Streptomyces griseus*. *J Bacteriol* **182**, 4596-4605, doi:10.1128/jb.182.16.4596-4605.2000 (2000).
- 13 Tran, N. T. *et al.* Defining the regulon of genes controlled by σ^E , a key regulator of the cell envelope stress response in *Streptomyces coelicolor*. *Mol Microbiol* **112**, 461-481, doi:10.1111/mmi.14250 (2019).

- 14 Hong, H. J., Paget, M. S. & Buttner, M. J. A signal transduction system in *Streptomyces coelicolor* that activates the expression of a putative cell wall glycan operon in response to vancomycin and other cell wall-specific antibiotics. *Mol Microbiol* **44**, 1199-1211, doi:10.1046/j.1365-2958.2002.02960.x (2002).
- 15 Paget, M. S., Chamberlin, L., Atrih, A., Foster, S. J. & Buttner, M. J. Evidence that the extracytoplasmic function sigma factor σ^E is required for normal cell wall structure in *Streptomyces coelicolor* A3(2). *J Bacteriol* **181**, 204-211 (1999).
- 16 Mao, X. M. *et al.* Dual positive feedback regulation of protein degradation of an extracytoplasmic function sigma factor for cell differentiation in *Streptomyces coelicolor*. *J Biol Chem* **288**, 31217-31228, doi:10.1074/jbc.M113.491498 (2013).
- 17 Hesketh, A., Chen, W. J., Ryding, J., Chang, S. & Bibb, M. The global role of ppGpp synthesis in morphological differentiation and antibiotic production in *Streptomyces coelicolor* A3(2). *Genome Biol* **8**, R161, doi:10.1186/gb-2007-8-8-r161 (2007).
- 18 Dalton, K. A., Thibessard, A., Hunter, J. I. & Kelemen, G. H. A novel compartment, the 'subapical stem' of the aerial hyphae, is the location of a *sigN*-dependent, developmentally distinct transcription in *Streptomyces coelicolor*. *Mol Microbiol* **64**, 719-737, doi:10.1111/j.1365-2958.2007.05684.x (2007).
- 19 Wang, C. *et al.* SigN is responsible for differentiation and stress responses based on comparative proteomic analyses of *Streptomyces coelicolor* wild-type and *sigN* deletion strains. *Microbiol Res* **165**, 221-231, doi:10.1016/j.micres.2009.05.003 (2010).
- 20 Tzanis, A. *et al.* A sporulation-specific, *sigF*-dependent protein, SspA, affects septum positioning in *Streptomyces coelicolor*. *Mol Microbiol* **91**, 363-380, doi:10.1111/mmi.12466 (2014).
- 21 Kelemen, G. H. *et al.* Developmental regulation of transcription of *whiE*, a locus specifying the polyketide spore pigment in *Streptomyces coelicolor* A3 (2). *J Bacteriol* **180**, 2515-2521, doi:10.1128/JB.180.9.2515-2521.1998 (1998).
- 22 Liu, Q., Pinto, D. & Mascher, T. Characterization of the widely distributed novel ECF42 group of extracytoplasmic function σ factors in *Streptomyces venezuelae*. *J Bacteriol* **200**, doi:10.1128/JB.00437-18 (2018).
- 23 Otani, H., Higo, A., Nanamiya, H., Horinouchi, S. & Ohnishi, Y. An alternative sigma factor governs the principal sigma factor in *Streptomyces griseus*. *Mol Microbiol* **87**, 1223-1236, doi:10.1111/mmi.12160 (2013).
- 24 Shu, D. *et al.* *afsQ1-Q2-sigQ* is a pleiotropic but conditionally required signal transduction system for both secondary metabolism and morphological development in *Streptomyces coelicolor*. *Appl Microbiol Biotechnol* **81**, 1149-1160, doi:10.1007/s00253-008-1738-1 (2009).
- 25 Kim, M. S. *et al.* Conservation of thiol-oxidative stress responses regulated by SigR orthologues in actinomycetes. *Mol Microbiol* **85**, 326-344, doi:10.1111/j.1365-2958.2012.08115.x (2012).
- 26 Paget, M. S., Kang, J. G., Roe, J. H. & Buttner, M. J. σ^R , an RNA polymerase sigma factor that modulates expression of the thioredoxin system in response to oxidative stress in *Streptomyces coelicolor* A3(2). *EMBO J* **17**, 5776-5782, doi:10.1093/emboj/17.19.5776 (1998).
- 27 Paget, M. S., Molle, V., Cohen, G., Aharonowitz, Y. & Buttner, M. J. Defining the disulphide stress response in *Streptomyces coelicolor* A3(2): identification of the σ^R regulon. *Mol Microbiol* **42**, 1007-1020, doi:10.1046/j.1365-2958.2001.02675.x (2001).
- 28 Kormanec, J. & Sevcikova, B. The stress-response sigma factor σ^H controls the expression of *ssgB*, a homologue of the sporulation-specific cell division gene *ssgA*, in

- Streptomyces coelicolor* A3(2). *Mol Genet Genomics* **267**, 536-543, doi:10.1007/s00438-002-0687-0 (2002).
- 29 Kormanec, J. & Sevcikova, B. Stress-response sigma factor σ^H directs expression of the *gltB* gene encoding glutamate synthase in *Streptomyces coelicolor* A3(2). *Biochim Biophys Acta* **1577**, 149-154, doi:10.1016/s0167-4781(02)00409-8 (2002).
- 30 Takano, H., Hosono, K., Beppu, T. & Ueda, K. Involvement of σ^H and related sigma factors in glucose-dependent initiation of morphological and physiological development of *Streptomyces griseus*. *Gene* **320**, 127-135, doi:10.1016/s0378-1119(03)00818-7 (2003).
- 31 Gallagher, K. A. *et al.* c-di-GMP arms an anti- σ to control progression of multicellular differentiation in *Streptomyces*. *Mol Cell* **77**, 586-599 e586, doi:10.1016/j.molcel.2019.11.006 (2020).
- 32 Ryding, N. J. *et al.* A developmentally regulated gene encoding a repressor-like protein is essential for sporulation in *Streptomyces coelicolor* A3(2). *Mol Microbiol* **29**, 343-357, doi:10.1046/j.1365-2958.1998.00939.x (1998).
- 33 Buttner, M. J., Smith, A. M. & Bibb, M. J. At least three different RNA polymerase holoenzymes direct transcription of the agarase gene (*dagA*) of *Streptomyces coelicolor* A3(2). *Cell* **52**, 599-607, doi:10.1016/0092-8674(88)90472-2 (1988).
- 34 Smidova, K. *et al.* DNA mapping and kinetic modeling of the HrdB regulon in *Streptomyces coelicolor*. *Nucleic Acids Res* **47**, 621-633, doi:10.1093/nar/gky1018 (2019).
- 35 van Wezel, G. P., Takano, E., Vijgenboom, E., Bosch, L. & Bibb, M. J. The *tuf3* gene of *Streptomyces coelicolor* A3(2) encodes an inessential elongation factor Tu that is apparently subject to positive stringent control. *Microbiology* **141** (Pt 10), 2519-2528, doi:10.1099/13500872-141-10-2519 (1995).
- 36 Zhuo, Y. *et al.* Reverse biological engineering of *hrdB* to enhance the production of avermectins in an industrial strain of *Streptomyces avermitilis*. *Proc Natl Acad Sci U S A* **107**, 11250-11254, doi:10.1073/pnas.1006085107 (2010).
- 37 Mao, X. M., Zhou, Z., Hou, X. P., Guan, W. J. & Li, Y. Q. Reciprocal regulation between SigK and differentiation programs in *Streptomyces coelicolor*. *J Bacteriol* **191**, 6473-6481, doi:10.1128/JB.00875-09 (2009).
- 38 Lee, E. J. *et al.* A master regulator sigmaB governs osmotic and oxidative response as well as differentiation via a network of sigma factors in *Streptomyces coelicolor*. *Mol Microbiol* **57**, 1252-1264, doi:10.1111/j.1365-2958.2005.04761.x (2005).
- 39 Gaskell, A. A., Crack, J. C., Kelemen, G. H., Hutchings, M. I. & Le Brun, N. E. RsmA is an anti-sigma factor that modulates its activity through a [2Fe-2S] cluster cofactor. *J Biol Chem* **282**, 31812-31820, doi:10.1074/jbc.M705160200 (2007).
- 40 Kormanec, J., Homerova, D., Barak, I. & Sevcikova, B. A new gene, *sigG*, encoding a putative alternative sigma factor of *Streptomyces coelicolor* A3(2). *FEMS Microbiol Lett* **172**, 153-158, doi:10.1111/j.1574-6968.1999.tb13463.x (1999).

# Supplementary material for: RIViT-seq enables systematic identification of regulons of transcriptional machineries
**Source:** Nat Commun. 2022 Jun 17;13:3502. doi: 10.1038/s41467-022-31191-w
**Supplement:** Supplementary file 3 — Reporting Summary

Last updated by author(s): Apr 25, 2022

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

No softwares were used for data collection.

Data analysis

For whole transcriptomics, the following softwares were used.

Raw reads were scanned from 3' to 5' and those with a quality score value below 20 were trimmed and reads consisting of fewer than 35 nucleotides were discarded using BBduk v38.79. Trimmed reads were aligned to the *S. coelicolor* A3(2) chromosome and ERCC92 sequences using HISAT2 version 2.1.0 with the "no-spliced-alignment" option and the "maxins" option of 1,000. The number of fragments overlapping each gene was counted using featureCounts v2.0.0. Fragment counts were normalised by ERCC fragment counts using the R package RUVSeq v1.20.0 and differential expression was analysed using the R package DESeq2 v1.26.0.

For 5'-end sequencing, the following softwares were used.

Adaptor sequences present at the 3'-end of reads were trimmed using BBduk v38.79. Raw reads were scanned from 3' to 5' and those with a quality score value below 20 were trimmed and reads consisting of fewer than 35 nucleotides were discarded using BBduk (sourceforge.net/projects/bbmap/). Trimmed reads were aligned to the *S. coelicolor* A3(2) chromosome and ERCC92 sequences using HISAT2 version 2.1.0 with the "no-spliced-alignment" option and the "maxins" option of 1,000. The number of 5'-end of forward reads that aligned each genomic position was counted using Samtools v1.10.

MEME v5.3.3 was used to find consensus motifs. PhyML 3.3 was used to estimate the phylogeny by maximum likelihood. The hpc_hmmsearch algorithm and the Pfam database 33.1 were used for protein domain search.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequence files and processed count data files are available at Gene Expression Omnibus (GEO) under accession number GSE184392 (whole transcriptome) and GSE184393 (5'-end sequencing).

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample size calculation was performed. The DESeq2 package used for statistical analysis whole transcriptomics is able to estimate dispersions with at least 2 replicates. We used 4 replicates, twice as many as the number of replicates minimally required.
Data exclusions	No data were excluded.
Replication	All attempts at replication were successful (n = 2 or 4 as stated in the manuscript).
Randomization	Randomization was not relevant. All the biochemical reactions were conducted on the same 384-well plate using Echo liquidhandler at the same time. No biological samples were used when conducting the assays.
Blinding	Blinding was not relevant. All the biochemical reactions were conducted on the same 384-well plate using Echo liquidhandler at the same time. All the data were processed using the same computational procedure.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

How the deposited data were processed for this re-analysis (not part of the article)

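RNA was transcribed in vitro from restriction-digested *S. coelicolor* A3(2) genomic DNA (200 ng) by *E. coli* RNA polymerase core enzyme (1 unit) with 1 of 12 full-length or 4 truncated sigma factors, or with no sigma factor, the control. Transcription at 30 °C lasted 20 min in Methods and 15 min in the deposited description. ERCC transcripts were added after the reaction, together with DNase. Each of the 17 groups has 4 libraries, 68 in all.

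To make the fragment counts, the authors trimmed the paired reads of 150 bases with BBDuk (quality 20, reads under 35 bases dropped), aligned them to the chromosome and the ERCC sequences with HISAT2 2.1.0 without spliced alignment and with a maximum insert of 1000, and counted fragments per gene with featureCounts 2.0.0. As deposited, the counts are raw whole numbers for 7825 genes and 92 ERCC transcripts, with no normalisation. The genome build and the strand setting of the counting are not stated. Gene counts per library ran from 29805 to 3920116 (median 805630) and ERCC counts from 2674 to 103987 (median 13710.5). Between libraries of 1 kind (below) the spread was near counting noise, with a median chi-square per degree of freedom of 1.81, and between kinds it was 13.1. With HrdB it was 1.96 to 3.38 between kinds and 1.54 to 1.96 within, so by this measure its kinds are hardly separate. HrdB libraries are the shallowest, with a median of 34377.5 gene counts, so single genes are imprecise there. Gene names, neighbours and coding lengths came from an annotation that matches 7534 of the gene identifiers, and no count depends on it.

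Each protein was compared with the control, and SCO2742_∆C, SigH_∆N and HrdB_∆N also with their full-length forms, 4 libraries against 4, for 19 comparisons. edgeR 4.0.16 (limma 3.58.1, R 4.3.3) was used with its quasi-likelihood test, the ERCC total as library size and Benjamini-Hochberg adjustment over genes with at least 10 counts in at least 4 of the 8 libraries. A gene was called at a fold change of at least 2 and an adjusted p below 0.01, the paper's thresholds. Standard errors are the log2 fold change over the square root of the F statistic. Scaled counts are counts per 13710.5 ERCC counts and are given as mean and SD. Scaled totals and single genes were compared by exact permutation tests.

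The alternatives set before the data were examined were TMM over the genes, DESeq2 1.42.0 with size factors from the ERCC transcripts, DESeq2 with 1 factor of unwanted variation from the ERCC transcripts of the 2 groups or of all 68 libraries, no filter on low counts, 1 edgeR fit over all 17 groups, the replicate number as a block, each library left out in turn, ERCC scaling by the median of ratios, and the controls divided 2 and 2 between SigH and SigI. The factor was computed as RUVg does, by singular value decomposition of the log ERCC counts after upper-quartile scaling. The authors used RUVSeq 1.20.0 and DESeq2 1.26.0, with settings of RUVSeq that the text does not give. A term for the kind of library, with ERCC totals or TMM, was added after the data were examined. The kind is the sign of the first principal component of the log counts (prior count 2, 6213 genes with a mean of at least 50) centred within groups. The replicate numbers were taken to pair libraries where, over genes, the deviations of each of the 4 same-numbered libraries from their group means correlated above 0.1, which held in 8 comparisons. The edgeR calls were tested on simulated data with 1 and 2 kinds of library.

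The genes named were fixed by a rule before the data were examined: genes that the main text or Figs. 1, 3 and 5 name; per comparison the 10 largest called higher and the 5 most negative called lower without overlap between groups; called members of the gene lists and 2 to 4 examples of each; the gene of each purified sigma factor with its neighbours; and the genes of Supplementary Tables 3 to 16. The fold changes in these tables were seen beforehand. The 18 gene lists hold known SigR targets, known SigH targets, sigma factor genes, anti-sigma and anti-anti-sigma genes, wbl genes, developmental regulators, osmotic and general stress genes, chaperones, proteasome, ribosomal proteins, RNA polymerase subunits, ATP synthase, NADH dehydrogenase, the cell wall glycan operon, and the actinorhodin, undecylprodigiosin, CDA and cpk clusters. Single libraries were compared with the other 3 of their group by Dixon's ratio (0.829). Not used here were 4 value columns that match no sample, and the start-site sequencing, promoter motifs and in vivo data of the paper were not analysed here.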

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

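In this part, the tests on ERCC amount, sequencing depth, residual template DNA, core-enzyme transcription away from promoters, a factor for each gene and the HrdB fall, and the fits with a term for the kind of library, were chosen only after the result was seen. An earlier test of residual DNA against coding length and the tests on own genes were set before their result was seen, and the counts of splits before the data were examined, except that taking the larger direction of each split was chosen after their counts were seen.

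Counts of *sigH* differed between the reactions with SigH and with SigH_∆N, from a source that stays open (below). Between the 2 forms the log2 fold change of *sigH* was −8.06 (SE 0.63, adjusted p = 8.8e-04 from edgeR), a direct test of SigH_∆N against SigH, and all 4 libraries of SigH_∆N were below all 4 of SigH.

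Some genes rose above the control in reactions for which the paper's tables do not list them. These genes were SCO3626 in the SCO3626 reaction (log2 fold change 3.65, SE 0.78, adjusted p = 1 from edgeR), SCO6239 in the SCO6239 reaction (1.36, SE 0.20, adjusted p = 0.34) and *hrdB* in the HrdB reaction (1.35, SE 0.30, adjusted p = 4.6e-03). With SigI they were SCO6906 (2.00, SE 0.17, adjusted p = 4.7e-03), *trxA* (2.15, SE 0.22, adjusted p = 7.9e-03), SCO7728 (1.96, SE 0.23, adjusted p = 8.9e-03) and SCO3484 (1.59, SE 0.18, adjusted p = 8.9e-03), and SCO6906 also rose with SigH_∆N (1.66, SE 0.18, adjusted p = 8.8e-03). For each of these, 4 of 4 libraries lay above the 4 controls. No SigI call, and not that of SCO6906 with SigH_∆N, was kept without any 1 of the 8 libraries. That of *hrdB* was lost without control replicate 1 or 4 or HrdB replicate 3 or 4. The paper's tables also rest on start sites, which were not analysed here.

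Single libraries lay far from the other 3 of their group in 10 of 136 tests, where chance gives about 1 in 20. Gene counts were 2226614 in SCO2742 replicate 1, 3920116 in SCO4895 replicate 1 and 974938 in HrdB replicate 2, and ERCC counts 29023 in control replicate 4, 103987 in SigF replicate 1 and 51812 in HrdB replicate 2, all above the other 3. SCO2742_∆C replicate 2 held 103 gene counts per ERCC count, against 27.9 to 40.3 in the other 3, and is the group's single library of the higher kind. Scaled counts were 122.3 of *sigJ* in control replicate 1, 658.3 of *rpoB* in HrdB_∆N replicate 3 and 43.93 of SCO4449 in HrdB replicate 2.

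The main pattern is the 2 kinds of library, both of which every group holds by construction, since the component that sets them is centred within groups. The kind with more gene counts per ERCC count holds 1.57 to 3.11 times as many scaled gene counts as the other (median 2.23). No condition in the sample labels separates the kinds, so no biological explanation was tested. The replicate number follows them in part. In all 17 groups replicate 2 was of the higher kind and replicate 4 of the lower kind, while replicates 1 and 3 varied. Whether libraries were handled by replicate number is not stated. A different amount of ERCC transcripts would change all genes by 1 factor, but in the control the correlation of log counts was lower between kinds than within kinds by 0.186 (0.775 against 0.960). Residual template DNA was also tested. The excess of the higher kind followed coding length (Spearman rho 0.770) more closely than the counts of the lower kind (0.413), as DNA would. But DNA does not depend on the sigma factor, and the excess at the genes of the target tables did. Over the 6 proteins with at least 10 table genes, the excess summed over table genes rose from control to reaction by a median of 1.30 on the log2 scale more than that of all genes (SigH 5.70, SCO4895 −0.50, the other 4 from 1.18 to 1.72). The table genes were chosen as higher in these same libraries, and those of SigH include *sigH*, so this value is not independent of that choice. With this limit, and with SCO4895 as the exception, it argues against residual DNA as the whole cause, without excluding it. The same holds for more core-enzyme transcription away from promoters as the whole cause. A factor of its own for each gene, as from RNA handling or library preparation, may explain the kinds. It predicts the same fold change of table genes in both kinds, and the difference between kinds was 0.0238 (median of the 6 proteins, from −0.10 to 0.24). The choice of table genes as higher across these same libraries favours a like rise in both kinds. This value is therefore not independent of that choice either, and does not decide the question. Sequencing depth cannot be told apart from the kinds, since the gene total contains the excess. In 5 of the 17 groups a library of the lower kind had the highest total.

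Another pattern is that the gene of a purified sigma factor is high in its own reaction, above the median gene by more than 1 on the log2 scale for 6 of 12 full-length proteins. Transcript or plasmid carried over from the cells that made the protein might be the source. In Methods the cells were lysed with a nuclease and DNase was added after the reaction. The paper lists *sigH* and *shbA* as targets, which also rests on start sites. Against carry-over stands the median of the 4 truncated proteins, whose own gene was at only 0.392 although they were overproduced as well. This was the value set beforehand to rule carry-over out, but it does not bound the full-length proteins, which are separate preparations, and 4 of the 6 own genes (those of SCO0864, SCO3626, HrdB and SCO6239) are not in the paper's target tables. Carry-over and transcription from the protein's own promoter therefore cannot be told apart with counts per gene. Read-through from that promoter would raise a neighbour, and the higher of the 2 neighbours was at a median of 0.321 above the median gene, between the 2 bounds set beforehand, so it stays open.

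The last pattern is the fall of nearly all genes with full-length HrdB. Low sequencing depth was tested with the 3 libraries of another group, ShbA, that have as few ERCC counts as the lower kind of HrdB libraries. They held 24.2 to 65.5 gene counts per ERCC count against 6 to 9.00, at least 2.68 times as many. HrdB replicate 2, as deep as the controls, also had a scaled total of 257988 against 942724 for the lowest control of its kind. A general lowering of core-enzyme transcription by HrdB is a candidate explanation. It predicts about the same fall for all genes, and the SD over genes of the log2 fold change was 1.25 times the median of the other 15 proteins (0.36 against 0.29). An amount of RNA lost before the ERCC transcripts were added was not tested and stays open.

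Other splits of the same 8 libraries show whether another division calls as many genes as the real one. A split and its mirror are 1 split, so the larger of its 2 directions was taken. No other split called as many as the 1951 genes lower (highest other split 0) and the 1 higher (0) with HrdB. The same held for the 2740 higher with HrdB_∆N than with HrdB (186). With only 35 splits per comparison and many comparisons, this makes chance less likely but does not exclude it. Other splits did call as many for SigI (9, highest other split 5089), SigR (1, 5370), SigH_∆N (4, 5028) and SigH (2, 3838). They also did for the 1 gene lower with SigH_∆N than with SigH (5228). In these comparisons 2 of 35 splits, and 4 of 35 for SigH, called as many, so chance stays open for these counts. The splits with these high counts separate the kinds of library, which points to this structure of the samples and not to the sigma factors. They call other numbers of genes and say nothing of a single gene such as *sigH*, whose own test is given above. With a term for the kind of library, no other split called as many genes higher with SigR (781, highest other split 0), SigI (1797, 1) and SigH_∆N (631, 2). The same held, by a smaller margin, for SCO4895 (837, 480) and HrdB_∆N (73, 50). It did not hold for SigH (88, 122), where 2 of 30 splits called as many.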

How the results depend on the processing

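Of the tests in this part, the fits with a term for the kind of library were chosen only after the result was seen. The other alternatives were set before the data were examined, and a count is listed below where it moved by more than 1.5 times. By edgeR with ERCC totals the genes called higher were 9 for SigI, 4 for SigH_∆N, 2 for SigH and 1 each for SigR and HrdB, and 0 for the other proteins against the control. Of 54 named log2 fold changes, the 54 without a filter on low counts, 40 in 1 edgeR fit over all 17 groups, 36 in DESeq2 with ERCC size factors, 33 with TMM and 33 with a replicate block had the same direction and the same side of the threshold, and none of these fits reversed a direction. With 1 RUVg factor from the 2 groups 26 did so, 25 passed the threshold only there and 3 reversed. Summarising the ERCC transcripts by the median of ratios, or leaving out the filter, moved none of the 19 medians of all genes beyond the spread between replicates, and no count changed by more than 1.5 times without the filter.

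In DESeq2 with 1 RUVg factor from the 2 groups compared, more genes were called in nearly every comparison, and every protein with a target table had at least 1 table gene called. Genes called higher then numbered 117 for SCO0864, 2 for SCO2742, 17 for SCO2742_∆C, 238 for SigI, 3 for SCO3626, 22 for SigF, 9 for ShbA, 43 for SCO4895, 204 for SigR, 81 for SigH, 115 for SigH_∆N, 1342 for HrdB, 41 for HrdB_∆N, 10 for SCO6239, 8 for SigK and 648 for HrdB_∆N against HrdB. Genes called lower numbered 197 for SCO0864, 1 for SCO2742, 8 for SCO2742_∆C, 583 for SigI, 38 for SigF, 31 for ShbA, 10 for SCO4895, 169 for SigR, 18 for SigH, 177 for SigH_∆N, 659 for HrdB, 2 for HrdB_∆N, 12 for SCO6239, 42 for SigK and 1263 for HrdB_∆N against HrdB. Table genes called numbered 3 for SCO0864 and SigF, 1 for SCO2742, HrdB, SigK, 7 for SCO2742_∆C, 40 for SigI, 2 for ShbA and SCO6239, 13 for SCO4895, 70 for SigR, 27 for SigH, 33 for SigH_∆N and 14 for HrdB_∆N. Of all genes, 53 were called with both SigH and SigI and 229 with at least 2 of the 16 proteins. The median log2 fold change of all genes was −0.016 for SigI, 0.44 for HrdB and −0.45 for HrdB_∆N against HrdB. With this factor *bxlA* reversed to 1.70 with HrdB and to −1.66 between HrdB_∆N and HrdB, and SCO4449 to −0.024 between these forms. The factor correlated with the kind of library at 0.622 to 0.988 over the comparisons.

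In DESeq2 with 1 RUVg factor from all 68 libraries more genes were called in most comparisons as well. The higher genes in this fit were 126 for SCO0864, 1 for SCO2742, 9 for SCO2742_∆C, 82 for SigI, 2 for SCO3626, 12 for SigF, 13 for ShbA, 28 for SCO4895, 123 for SigR, 63 for SigH, 59 for SigH_∆N, 2437 for HrdB, 35 for HrdB_∆N, 3 for SCO6239, 14 for SigK and 957 for HrdB_∆N against HrdB. The lower genes were 136 for SCO0864, 1 for SCO2742_∆C, 770 for SigI, 32 for ShbA, 51 for SCO4895, 179 for SigR, 39 for SigH, 46 for SigH_∆N, 831 for HrdB, 25 for SCO6239, 45 for SigK and 2666 for HrdB_∆N against HrdB. Genes of the target tables were called as follows, 3 for SCO0864, SCO2742_∆C, SigF, 1 for SCO2742 and HrdB, 24 for SigI, 2 for ShbA and SigK, 14 for SCO4895, 50 for SigR, 25 for SigH, 27 for SigH_∆N and 12 for HrdB_∆N. Of all genes, 29 were called with both SigH and SigI and 215 with at least 2 of the 16 proteins. The median log2 fold change of all genes was −0.18 for SigI, −0.10 for SCO4895, 0.40 for HrdB and −0.45 for HrdB_∆N against HrdB. *bxlA* reversed here as well, to 1.25 with HrdB and to −1.26 between HrdB_∆N and HrdB. The cause of the differences between the 2 RUVg fits was not tested.

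DESeq2 with size factors from the ERCC transcripts kept the ERCC scale and changed the tool. Genes called higher then numbered 121 for SigI, 1 for SCO3626, ShbA, SCO4895, SCO6239, 3 for SigF and HrdB_∆N, 41 for SigR, 11 for SigH, 44 for SigH_∆N and 5303 for HrdB_∆N against HrdB. Genes called lower numbered 39 for SCO0864, 1 for ShbA and 4263 for HrdB. Table genes called numbered 20 for SigI, 1 for SigF, ShbA, HrdB_∆N, 16 for SigR, 10 for SigH and 22 for SigH_∆N. Of all genes, 8 were called with both SigH and SigI and 42 with at least 2 of the 16 proteins. The cause was not tested.

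TMM scaling, which sets the median gene near 0, removed calls that edgeR made on the ERCC scale and the shifts common to all genes. The higher genes in this fit were 0 for SigI and HrdB_∆N against HrdB, 1 for ShbA and SigH_∆N and 2 for SigR. The lower genes were 0 for HrdB and 1 for HrdB_∆N against HrdB. Genes of the target tables were called as follows, 0 for SigI, 1 for ShbA, SigH, SigH_∆N and 2 for SigR. Of all genes, 0 were called with both SigH and SigI and 0 with at least 2 of the 16 proteins. The median log2 fold change of all genes was −0.0081 for SigI, −0.020 for HrdB and −0.019 for HrdB_∆N against HrdB. With ERCC totals 1951 genes were lower with HrdB and 2740 higher with HrdB_∆N than with HrdB, so these counts rest on the ERCC scale. Calls of 19 named genes were lost with TMM and 2 were gained.

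One edgeR fit over all 17 groups gave more calls for most proteins. Genes called higher then numbered 138 for SigI, 8 for SigF, 17 for SCO4895, 86 for SigR, 19 for SigH, 39 for SigH_∆N, 7 for HrdB_∆N, 2 for SCO6239 and 5531 for HrdB_∆N against HrdB. Genes called lower numbered 182 for SCO0864, 20 for ShbA and 4728 for HrdB. Table genes called numbered 25 for SigI, 3 for SigF, 9 for SCO4895, 27 for SigR, 14 for SigH, 17 for SigH_∆N and 1 for HrdB_∆N. Of all genes, 16 were called with both SigH and SigI and 61 with at least 2 of the 16 proteins. The cause was not tested.

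With the replicate number as a block in edgeR, the numbers paired the libraries in 8 comparisons, those of SCO0864, SCO2742, SigI, SCO3626, SigF, ShbA, SCO4895 and SigR with the control. In each of the other 11 at least 1 of the 4 same-numbered correlations was below 0, and counts there moved both ways. The higher genes in this fit were 66 for SCO0864, 30 for SCO2742, 1828 for SigI, 6 for SCO3626, 54 for SigF, 1 for ShbA, 697 for SCO4895, 781 for SigR, 14 for SigH, 0 for SigH_∆N and 4665 for HrdB_∆N against HrdB. The lower genes were 337 for SCO0864, 99 for ShbA and 6660 for HrdB. Genes of the target tables were called as follows, 1 for SCO0864, SCO2742, ShbA, 36 for SigI, 3 for SigF, 15 for SCO4895, 68 for SigR, 11 for SigH and 0 for SigH_∆N. Of all genes, 12 were called with both SigH and SigI and 796 with at least 2 of the 16 proteins. Where the numbers pair, they pair libraries of the same kind, and the counts come near those with the term for the kind of library.

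With a term for the kind of library in edgeR the biological coefficient of variation fell from values between 0.516 and 0.714 to values between 0.0955 and 0.263. Genes called higher then numbered 58 for SCO0864, 32 for SCO2742, 42 for SCO2742_∆C, 1797 for SigI, 6 for SCO3626, 43 for SigF, 1 for ShbA, 837 for SCO4895, 781 for SigR, 88 for SigH, 631 for SigH_∆N, 73 for HrdB_∆N, 1686 for SCO6239, 239 for SigK and 7552 for HrdB_∆N against HrdB. Genes called lower numbered 337 for SCO0864, 90 for ShbA, 1 for SigH_∆N, 7489 for HrdB, 8 for SCO6239 and 6 for SigK. Table genes called numbered 1 for SCO2742, ShbA, SigK, 6 for SCO2742_∆C, 36 for SigI, 3 for SigF, 14 for SCO4895 and HrdB_∆N, 68 for SigR, 26 for SigH, 33 for SigH_∆N and 2 for SCO6239. Of all genes, 83 were called with both SigH and SigI and 1486 with at least 2 of the 16 proteins. The median log2 fold change of all genes was 0.66 for SCO6239. In simulated data with 2 kinds of library and genes changed 4-fold, edgeR recovered 2.9% of the changed genes for SigR without the term and 100% with it. It recovered 100% where all libraries were of 1 kind. For genes changed 2-fold, the term gave 51.4% for SigR and 35.3% for SigH. The simulated spread between kinds thus lowered recovery. The data were drawn from a model with the same term, and the number of libraries was not varied, so its effect was not tested.

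With the term for the kind of library and TMM scaling, the shift common to all genes is removed as well. The higher genes in this fit were 118 for SCO0864, 2 for SCO2742 and SCO3626, 10 for SCO2742_∆C, 43 for SigI, 9 for SigF, 6 for ShbA, 13 for SCO4895, 84 for SigR, 61 for SigH, 50 for SigH_∆N, 7 for HrdB, 36 for HrdB_∆N, 82 for SCO6239, 27 for SigK, 1 for SCO2742_∆C against SCO2742 and 14 for HrdB_∆N against HrdB. The lower genes were 265 for SCO0864, 37 for ShbA, 6 for SCO4895, 1 for SigR and HrdB_∆N against HrdB, 3 for SigH, 2 for SigH_∆N, 7 for HrdB, 174 for SCO6239 and 112 for SigK. Genes of the target tables were called as follows, 2 for SCO0864, SigF, ShbA, 4 for SCO2742_∆C, 15 for SigI, 1 for SCO4895, 39 for SigR, 20 for SigH, 17 for SigH_∆N and 10 for HrdB_∆N. Of all genes, 24 were called with both SigH and SigI and 126 with at least 2 of the 16 proteins. The median log2 fold change of all genes was −0.0089 for SigI, −0.020 for HrdB and −0.022 for HrdB_∆N against HrdB.

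With 2 controls for SigH and the other 2 for SigI, 0 genes were called with both in each of the 6 arrangements, where SigI alone had 0 called, so the overlap is not informative. In the 4 arrangements where the term for the kind of library could be fitted as well, 12 to 21 genes were called with both. In the HrdB libraries depth limits what can be said of single genes, since their median gene total was 34377.5.

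Leaving out 1 library moved several counts. With SigI, genes called higher went from 9 to 0 and table genes from 5 to 0 without any of the 8 libraries. With SigH they ran from 1 to 4, at 4 without SigH replicate 2 and 1 without any other, and table genes from 1 to 4. With SigH_∆N they ran from 0 to 3, at 0 without control replicate 2, 3 or 4 or SigH_∆N replicate 1, 1 without control replicate 1, 2 without SigH_∆N replicate 4 and 3 without SigH_∆N replicate 2 or 3, and table genes from 0 to 3. With HrdB the gene called higher was lost (0 to 1) without control replicate 1 or 4 or HrdB replicate 3 or 4. Genes lower with HrdB ran from 131 to 5303, at 1390, 937, 853 and 1884 without control replicates 1 to 4, and 663, 5303, 131 and 184 without HrdB replicates 1 to 4. Genes higher with HrdB_∆N than with HrdB ran from 410 to 6123, at 1050, 6123, 410 and 414 without HrdB replicates 1 to 4, and 1403, 1280, 4352 and 1708 without HrdB_∆N replicates 1 to 4. Genes called with both SigH and SigI ran from 0 to 1. Genes called with at least 2 of the 16 proteins were 0 without each of the 4 control libraries, the only ones left out for that count. Of the values of named genes without 1 library, 320 kept direction and side of the threshold, 111 lost the threshold, 1 gained it and none reversed. The call of SCO5163 with SigR and those of *sigH* with SigH were kept without each library.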

Differences from the paper's values

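The comparison with the paper's values covers the fold changes that the paper prints for named genes, the log2 fold changes of Fig. 3 from its source data, and the numbers of genes in its target tables. In this part, the fits with a term for the kind of library were chosen only after the result was seen. On the ERCC scale of edgeR, the fold changes of the other genes compared did not differ from the paper's by more than the spread between replicates.

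The paper's fold change of *bxlA* with HrdB is 2.98, and here it was 0.21. With 1 RUVg factor in DESeq2 it was 3.26 (factor from the 2 groups) and 2.38 (factor from all 68 libraries), which do not differ from the paper's value. TMM, ERCC size factors in DESeq2, no filter, the edgeR fit over all 17 groups and the replicate block all leave a difference.

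Between SCO2742_∆C and SCO2742 the paper's log2 fold change of SCO0875 is 0.0985, and here it was −0.10. It had the paper's sign with TMM and with both RUVg factors, and not with the other alternatives set before the data were examined.

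Between SigH_∆N and SigH, 15 of the 42 log2 fold changes differed, where all genes together shifted by 0.62 on the ERCC scale. The paper's value and the value here were, for each gene in turn: SCO2352 −0.25 and 0.46, SCO5646 −0.22 and 0.20, SCO4513 −0.21 and 0.10, SCO3955 −0.21 and 0.51, SCO4512 −0.20 and 0.047, SCO6378 −0.17 and 0.20, *prcB* −0.14 and 0.34, SCO4514 −0.061 and 0.14, SCO1793 −0.058 and 0.18, SCO0875 −0.054 and 0.27, SCO1863 −0.051 and 0.92, SCO6317 −0.043 and 0.40, *wblC* −0.030 and 0.29, SCO0960 −0.030 and 0.48, SCO2870 −0.0069 and 0.24. The factor from all 68 libraries gave no difference for SCO2352, SCO5646, SCO4513, SCO3955, SCO4512, SCO6378, *prcB*, SCO4514, SCO1793, SCO0875, SCO0960 and SCO2870, and differed for 5 of the 42 genes in all. The factor from the 2 groups gave none for SCO2352, SCO5646, SCO4513, SCO3955, SCO4512, SCO6378, *prcB* and SCO1863, and differed for 9 of the 42 genes in all. TMM gave none for SCO5646, SCO4513, SCO3955, SCO4512, SCO6378, *prcB*, SCO0875, SCO6317, *wblC*, SCO0960 and SCO2870, and differed for 21 of the 42 genes in all. ERCC size factors in DESeq2, no filter, the fit over all 17 groups and the block left all 15 different.

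Between HrdB_∆N and HrdB, 11 of the 15 log2 fold changes differed, where all genes together shifted by 2.42. The paper's value and the value here were: *bxlA* −1.52 and 2.60, SCO1699 −0.91 and 3.18, *acd* −0.60 and 3.04, SCO4449 0.15 and 4.16, SCO2252 0.75 and 2.05, *atpI* 0.83 and 2.64, *cvnC10* 0.88 and 2.38, SCO5519 1.46 and 3.70, SCO3464 1.52 and 3.75, SCO3092 1.72 and 3.88, *rpoB* 1.83 and 3.14. None of the 15 differed with the RUVg factor from all 68 libraries, and only SCO4449 did with the factor from the 2 groups. TMM gave no difference for SCO4449, *atpI*, SCO5519, SCO3464 and SCO3092. The remaining alternatives left all 11 different.

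The paper's tables list 3 target genes for SCO0864, 1 for SCO2742, 7 for SCO2742_∆C, 40 for SigI, 3 for SigF, 2 for ShbA, 15 for SCO4895, 71 for SigR, 27 for SigH, 33 for SigH_∆N, 1 for HrdB, 14 for HrdB_∆N, 2 for SCO6239 and 2 for SigK. At the paper's thresholds for fold change and adjusted p, the edgeR test called 0, 0, 0, 5, 0, 0, 0, 1, 2, 3, 0, 0, 0 and 0 of these genes, in the same order. The RUVg factor from the 2 groups called 3, 1, 7, 40, 3, 2, 13, 70, 27, 33, 1, 14, 2 and 1, and only SigK then differed from the paper by the measure used here. The factor from all 68 libraries left SCO2742_∆C, SigI and SCO6239 different. The replicate block came to the paper's number for SCO2742 (1), SigF (3) and SCO4895 (15) and within 1.5 times of it for SigI (36) and SigR (68), the fit over all 17 groups reached it for SigF (3), and ERCC size factors in DESeq2 came within 1.5 times of it for SigH_∆N (22). They also called some table genes of other proteins, 20 for SigI, 16 for SigR and 10 for SigH with ERCC size factors and 25, 27 and 14 with the fit over all 17 groups. TMM called at most 2 for any protein. The term for the kind of library, chosen after seeing the values, called 36 of the SigI genes and dropped 4, 68 of the SigR genes and dropped 3, 26 of the SigH genes and dropped 1, and all 33 of the SigH_∆N and all 14 of the HrdB_∆N genes.

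The paper describes SCO6404 as the most highly expressed gene of the SigR regulon. Among the 71 genes of the SigR table, SCO6404 had rank 40 by scaled counts, rank 6 by fold change in edgeR and rank 2 with the RUVg factor. SCO5163 was highest by all of these, at 932 scaled counts against 179 for SCO6404, and the paper's own table gives a fold change of 12.25 for SCO5163 and 4.74 for SCO6404.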

Other observations

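In this part, the values with a term for the kind of library were chosen only after the result was seen. The lists of genes were fixed before the data were examined, and called genes are counted by edgeR with ERCC totals unless another fit is named. All genes together shifted by a median log2 fold change of 0.83 with SigI and −0.11 with SigH. With the term for the kind of library the median with SigH was 0.22. The RUVg fit brings the median near 0 for SigI (−0.016), so directions within a list are given relative to the median gene or by the RUVg factor.

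The 57 genes of ribosomal proteins had a median of −0.82 on the log2 scale relative to the median gene with SCO0864, with some members above 0, and no fit named here called most of them. By edgeR 0 were called over all genes (34 at an unadjusted p below 0.05) and 14 when adjusted over the list alone, and DESeq2 with the RUVg factor called 23 lower and the term for the kind of library 27. With ShbA they were at −0.48, with 0 called by edgeR in both ways (10 at an unadjusted p below 0.05), 6 lower with the RUVg factor and 12 with the term for the kind. With SigI the RUVg factor called 12 higher and 1 lower while their relative median by edgeR was −0.011. Of 14 NADH dehydrogenase genes, edgeR called 0 with SigI over all genes (11 at an unadjusted p below 0.05) and 5 higher when adjusted over the list, and the RUVg factor 6. With SCO0864 it called 0 over all genes (7 at an unadjusted p below 0.05) and 2 lower over the list, and 3 were lower with the RUVg factor. Of 4 RNA polymerase subunit genes, 1 was called lower with SCO0864 and 1 higher each with SigI and HrdB_∆N when adjusted over the list, and 0, 2 and 1 with the RUVg factor (3, 3 and 2 at an unadjusted p below 0.05 by edgeR). Of 9 ATP synthase genes, edgeR over the list called 1 lower with SCO0864, and the RUVg factor 1 lower with SCO0864 and 1 higher each with SigI, SigR and HrdB_∆N.

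Of 4 proteasome genes edgeR called 0 over all genes with any protein against the control, with 4 of the 4 at an unadjusted p below 0.05 with SigI and with HrdB. Adjusted over the list it called 2 higher with SigI and 1 each with SigR, SigH and SigH_∆N, and 2 lower with HrdB. The RUVg factor called 3 higher with SigI, 2 each with SigH and SigH_∆N and 1 each with SigF and SigR. Of 5 known SigH targets edgeR called 2 with SigH and 1 each with SigI and SigH_∆N, and adjusted over the list 1 with SigF. Of 59 sigma factor genes it called 2 with SigH, *sigH* and *sigJ*, and *sigJ* with SigI and SigH_∆N, while the RUVg factor called 4 higher and 4 lower with SigI. Of 22 known SigR targets it called 1 with SigI, *trxA*, and the RUVg factor 3.

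Of the remaining lists edgeR called 0 genes over all genes with any protein except HrdB. With SigI the number at an unadjusted p below 0.05 by edgeR was 3 for the CDA, 5 for the actinorhodin, 4 for the undecylprodigiosin and 4 for the cpk cluster, 0 for the glycan operon, 3 for developmental regulators, 4 for stress, 2 for wbl, 2 for anti-sigma and 3 for chaperone genes. With the RUVg factor and SigI, 9 of 40 genes of the CDA cluster were lower, 2 of 22 of the actinorhodin cluster higher, 5 of 22 of the undecylprodigiosin cluster lower, 1 of 20 of the cpk cluster higher, 7 of 12 of the cell wall glycan operon lower, 1 of 16 developmental regulators, 1 of 7 osmotic and general stress genes, 1 of 5 wbl genes and 1 of 7 anti-sigma and anti-anti-sigma genes higher, and 0 of 7 chaperones either way. The clusters that this factor placed lower with SigI were near the median gene on the ERCC scale, at 0.039 for CDA, −0.045 for undecylprodigiosin and −0.056 for the glycan operon, and higher with the term for the kind of library (11, 6 and 4 genes called), so their direction depends on the fit. With HrdB, where nearly all genes fell, edgeR called lower 7 CDA, 4 actinorhodin, 5 undecylprodigiosin, 6 cpk, 2 chaperone, 3 developmental, 1 stress, 1 wbl, 2 anti-sigma, 8 NADH dehydrogenase, 11 ribosomal protein, 11 known SigR target, 10 sigma factor, 2 known SigH target, 2 RNA polymerase and 2 ATP synthase genes, and 0 proteasome and 0 glycan operon genes. DESeq2 with the RUVg factor called 2 proteasome genes lower and 4 glycan operon genes higher, and by edgeR 4 genes of each list had an unadjusted p below 0.05.

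SigH and SigI, SigH counted together with SigH_∆N, are the pair that shared the most called genes in 5 of the fits set beforehand: 2 against 0 for any other pair by edgeR with or without a filter, 28 against 14 by DESeq2 with ERCC size factors, 90 against 54 with the RUVg factor from 2 groups and 36 against 33 in 1 fit over all 17 groups. In 2 they were not, with 42 against 91 for SCO0864 and HrdB with the RUVg factor from all 68 libraries and 12 against 498 for SigI and SCO4895 with the replicate block. With TMM no pair shared a called gene.

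Genes with all 4 libraries above all 4 controls made up 14.7% of the genes tested with SigI, 7.64% with SigR, 5.45% with SigH_∆N, 4.21% with SCO4895, 2.90% with SCO2742, 2.64% with SCO6239, 2.07% with SigF, 1.70% with HrdB_∆N, 1.61% with SigH, 1.31% with SCO2742_∆C and 0.969% with SCO3626. Chance gives 1.43% where all 8 libraries are alike, but the 2 kinds spread each group, so 1.43% is no baseline here. With SCO7099_∆C, where edgeR had 0 genes at an unadjusted p below 0.05, the share was 0.0645%. Below all controls were 62.2% with HrdB, 9.75% with SCO0864 and 3.60% with ShbA. These shares include shifts common to all genes. SCO4189 and SCO4187 were called with SigH_∆N, at 488 ± 115 and 504 ± 75.6 scaled counts against 52.7 ± 9.40 and 80.5 ± 10.4 in the control (SD, n = 4 each; log2 fold change 3.21 and 2.64, adjusted p = 2.1e-03 for both from edgeR), in 3 and 2 of the 8 fits without 1 library. The 4 value columns that match no sample were not used here.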
